# Single-cell RNA-Seq resolves cellular complexity in sensory organs from the neonatal inner ear

**DOI:** 10.1038/ncomms9557

**Published:** 2015-10-15

**Authors:** Joseph C. Burns, Michael C. Kelly, Michael Hoa, Robert J. Morell, Matthew W. Kelley

## Abstract

In the inner ear, cochlear and vestibular sensory epithelia utilize grossly similar cell types to transduce different stimuli: sound and acceleration. Each individual sensory epithelium is composed of highly heterogeneous populations of cells based on physiological and anatomical criteria. However, limited numbers of each cell type have impeded transcriptional characterization. Here we generated transcriptomes for 301 single cells from the utricular and cochlear sensory epithelia of newborn mice to circumvent this challenge. Cluster analysis indicates distinct profiles for each of the major sensory epithelial cell types, as well as less-distinct sub-populations. Asynchrony within utricles allows reconstruction of the temporal progression of cell-type-specific differentiation and suggests possible plasticity among cells at the sensory–nonsensory boundary. Comparisons of cell types from utricles and cochleae demonstrate divergence between auditory and vestibular cells, despite a common origin. These results provide significant insights into the developmental processes that form unique inner ear cell types.

## Abstract (web summary)

Heterogeneous sensory epithelia of the inner ear are difficult to study owing to the few cells that can be isolated. Here the authors provide insight into the developmental processes underlying the formation of these cells by single-cell RNA-Seq.

The mouse inner ear contains five vestibular sensory epithelia specialized for detection of linear and rotational acceleration and a single auditory epithelium, the organ of Corti. Each of these epithelia contains two primary cell types, hair cells (HCs) and supporting cells (SCs), arranged in exquisite mosaic patterns (Fig. 1a–g). While HCs and SCs appear grossly homogeneous, anatomical features, physiological characteristics and pharmacological sensitivity suggest the existence of unique sub-populations of both cell types in each epithelium^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^,^9^. For instance, at birth, HCs and SCs within the striola of the utricle, a crescent-shaped zone near the centre of the epithelium, which has been suggested to play a role in perception of rapid head movements, appear to differ from those in extrastriolar regions^8^,^10^,^11^, whereas in the organ of Corti, HCs and SCs are segregated into medial and lateral compartments with unique functional roles (Fig. 1a–g; Supplementary Fig. 1). Furthermore, HCs within the early-postnatal mouse utricle probably comprise a greater degree of heterochrony by comparison with their cochlear counterparts. In the cochlea, the majority of HC production is tightly synchronized and occurs during a relatively brief period between E13–E17; however, HCs in the utricle arise more sporadically over an extended period of time that spans E13–P12 (refs 12, 13, 14, 15). Finally, cells in both organs undergo further postnatal refinement and maturation with fully mature phenotypes not present until at least 2 weeks after birth. HCs differentiate into subtypes with distinct electrophysiological traits (extrastriolar and striolar type-I and type-II HCs in the utricle and inner and outer HCs in the cochlea), and SCs develop elaborate cytoskeletal structures leading to unique morphologies, which in the cochlea can be categorized into at least five subtypes: inner phalangeal cells, inner and outer pillar cells, Deiters' cells and Hensen's cells.

This intricate heterogeneity is constructed on an extremely small scale. By comparison with other sensory structures, such as the retina, the number of sensory cells within the inner ear is three orders of magnitude smaller—approximately 7 million cells in the mouse retina versus ∼6,000 HCs and SCs in the sensory regions of either the mouse cochlea or utricle^12^,^16^,^17^,^18^. As a result, characterization of transcriptional profiles for unique HC or SC sub-populations has been challenging, although RNA sequencing (RNA-Seq) of bulk populations of HCs purified mechanically or with fluorescence-activated cell sorting (FACS) has been reported^19^,^20^,^21^. Here, we show that single-cell RNA-Seq can be used to characterize transcriptome-wide heterogeneity among individual HCs and SCs isolated from the utricles and cochleae of neonatal mice. We uncover novel, molecular-level differences between HCs and SCs, and we find that intra-cell-type diversity at this stage is dominated by temporal and regional differences.

## Results

### RNA-Seq of single cells from inner ear sensory epithelia

The recent development of microfluidics-based protocols for the capture of single cells and subsequent generation of high-quality complementary DNA (cDNA) libraries provides a novel method for the identification of HC and SC subtypes, as only a few thousand isolated cells are required for capture^22^,^23^. Further, isolation and quantitative profiling of transcripts from single inner ear cells has been shown to be feasible^24^. Thus, we sought to generate RNA-Seq-based transcriptomic data for single cells derived from the P1 utricle and cochlea. To identify HCs and SCs following isolation, *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^-triple transgenic mice were generated by crossing existing lines^25^,^26^,^27^. At P1, essentially all HCs in both the utricle and cochlea express tdTomato driven by *Gfi1*^*Cre*^, whereas <1% of SCs are tdTomato+ (Fig. 1b,c,e–g; Supplementary Figs 1 and 2). In addition, most SCs in the utricle and cochlea express high levels of green fluorescent protein (GFP), driven by the *Lfng* promoter. Many utricular HCs and some cochlear HCs also express GFP, but generally at lower levels. Striolar SCs and transitional epithelial cells (TECs) located at the border between sensory and non-sensory regions in the utricle, and inner pillar cells and non-sensory cells (NSCs) in the cochlea express low or undetectable levels of both fluorescent proteins. Sensory epithelia and some surrounding TECs or NSCs were isolated from both utricle and cochlea using a combined mechanical/enzymatic technique (Supplementary Fig. 3). After dissociation into single-cell suspensions, individual cells from either organ were captured on separate integrated fluidics circuit chips (IFCs) using an automated Fluidigm platform (Fig. 1h; Supplementary Figs 3 and 4), which subsequently performs lysis, SMARTer-based reverse transcription (RT) of polyadenylated RNA and long-distance PCR amplification of resulting cDNA, for each cell within an isolated chamber on the IFC^23^. Before lysis, quality and fluorescence of each captured cell was recorded using an automated imaging platform (Fig. 1h). 

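Of the 158 utricular cells kept, 54 were recorded as GFP-positive, 69 as tdTomato-positive and 35 as negative. Of the 91 cochlear cells, 37 were GFP-positive, 10 tdTomato-positive and 44 negative. GFP reports Lfng in these mice and tdTomato reports the Gfi1-Cre lineage, so the reporter transcripts can be read from the same RNA. EGFP transcript was above the paper's limit of detection of 1 nTPM (TPM normalized across samples) in all 54 GFP-positive utricular cells (median 6533 nTPM) and in 68 of the 69 tdTomato-positive cells (median 1670 nTPM). It was also above that limit in all 35 negative utricular cells, with a lower median of 74.3 nTPM. In the cochlea, EGFP transcript was above 1 nTPM in 33 of 37 GFP-positive cells and in 11 of 44 negative cells (25.0%, 95% binomial confidence interval 13.2 to 40.3%, exact Clopper-Pearson as everywhere below). The tdTomato transcript was found in 64 of 69 tdTomato-positive utricular cells and in 8 of 10 cochlear ones, and in 9 of 54 GFP-positive and 7 of 35 negative utricular cells. Confidence intervals of shares of cells cover counting error only.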

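The data behind the utricular and cochlear results are transcript profiles of single cells from postnatal day 1 mice. Each cell was caught in its own chamber of a microfluidic chip, and its polyadenylated RNA was reverse transcribed and amplified as full-length cDNA before library construction and 90-base paired-end sequencing. A chip run is called a capture here. Utricular cells came from captures 1 to 4, each loaded with cells pooled from several mice, and mechanically isolated cochlear cells from captures 6 and 8, each from 1 pup. The utricular groups held 27 transitional epithelial cells (TECs), 18 SC.i, 40 SC.ii, 14 HC.i, 15 HC.ii and 44 HC.iii-iv cells, and all groups were found in all 4 captures except HC.i, which was absent from capture 2. The cochlear groups held 10 HCs, 18 SCs, 32 NSC.i and 31 NSC.ii cells. The authors aligned reads with Bowtie2 to the GRCm38 NCBI transcriptome with the EGFP and tdTomato sequences added and estimated expression with RSEM. They deposited, for each cell, expected counts and TPM for 26583 mouse genes. Expected counts per cell ran from 503369 to 2834652 (median 880489) in TECs, 447474 to 2411157 (median 935982) in SC.i, 304645 to 2002477 (median 952987) in SC.ii, 442097 to 1984560 (median 1827781) in HC.i, 478080 to 2089437 (median 1105774) in HC.ii and 298045 to 2355145 (median 1234786) in HC.iii-iv. In the cochlea they ran from 752461 to 1468283 (median 1204610) in HCs, 410999 to 2035286 (median 1194598) in SCs, 731017 to 1817488 (median 1150528) in NSC.i and 370613 to 1961547 (median 1298440) in NSC.ii. The depth that the paper states is in sequenced reads per cell, whereas the values here rest on the expected counts above, a smaller number. Captures 1 and 2 were shallower than captures 3 and 4. For example, the median HC.iii-iv cell had 464891, 712683, 1548286 and 1340270 expected counts in captures 1 to 4. The group of each cell is the authors' own annotation, which was derived from the same expression values, so tests between groups describe those groups and are not independent evidence for them. For tests, expected counts were rounded to whole numbers and summed over the cells of a group in each capture, so that the capture and not the cell is the replicate. The sums were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Genes were tested if they were above 1 nTPM in at least 3 cells of a group. For description, TPM were brought to nTPM by the median-of-ratios method that the paper names.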

On the basis of quality criteria (Methods), 158 utricular cells (captured on 4 IFCs) and 91 cochlear cells (captured on 2 IFCs) were retained for further analysis following RNA-Seq (Supplementary Table 1).

There was substantial variability in gene expression between single cells (Fig. 1i; Supplementary Fig. 4f), as reported previously^22^,^23^,^28^,^29^, but the average expression across single cells was highly correlated with expression in pooled samples of 100–200 cells. 

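The mean of the 158 utricular cells was compared with each of 4 pooled samples across 26583 genes, on log2(nTPM) with values under 1 nTPM set to the limit. Pearson's r was 0.953, 0.935, 0.938 and 0.937 for pooled samples 1 and 2, made beside capture 1, and 3 and 4, made beside capture 2, a mean of 0.941 ± 0.00785 (SD, n = 4 pooled samples), with a mean Spearman's rho of 0.921. For the mean of the 91 cochlear cells of captures 6 and 8 and 2 pooled samples, r was 0.844 and 0.879. These 2 carry the number of a FACS capture in their labels, so it is not known that they came from the isolations of those cells. These correlations run across genes, which are not independent replicates. By contrast, the 946 combinations of 2 HC.iii-iv cells had a median r of 0.604 and ranged from 0.428 to 0.705. The pooled utricular samples held 45160723, 8771067, 21997941 and 16397733 expected counts, and the cochlear ones 29006274 and 37540031. The set of genes moved these values most. With only the genes above 1 nTPM in the mean or in the pooled sample, the mean r was 0.896 for the utricle and 0.767 for the cochlea, and the median r between HC.iii-iv cells was 0.231.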

Analysis of 92 RNA standards of known quantities that were added (spiked in) to the lysis buffer also indicated that sensitivity was sufficient to reliably detect transcript levels spanning six orders of magnitude (Supplementary Fig. 4e).

### Transcriptomes of cells from the P1 utricular epithelium

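Of the 15776 genes above 1 nTPM in more than 2 utricular cells, 14726 had a coefficient of variation of at least 0.5 and entered the PCA on scaled log2(nTPM). PC1 took 5.25% of the variance, PC2 1.53% and PC3 1.34%. The share of the variance along PC1 that lay between the 6 groups of cells was 0.939, against 0.0937 between captures. Along PC3 the groups took 0.735 and the captures 0.112. PC2 was less tied to the groups (0.280), and of the first 3 components it had the largest Spearman correlation with the expected counts per cell (0.257). No test was made on these shares, because the groups were drawn from the same values.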

Next, principal component analysis (PCA) was used to identify the genes that accounted for the majority of the variance in expression between the 158 utricular cells. Unbiased clustering with the reduced gene list identified seven clusters of cells that were readily assigned to the three primary cell populations and 15 clusters of genes within five characteristic gene groups (Fig. 2a). 

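Repeating k-means on the 194 genes of Supplementary Data 1 over the 158 utricular cells, with 25 starts and the gap statistic from 100 draws over 1 to 15 clusters, selected 7 clusters. Their adjusted Rand index with the authors' groups, in which HC.iii and HC.iv are joined, was 0.890, where 1 is identity and 0 is what random assignment gives. With 190 genes selected from the PCA computed here in place of the paper's list, the gap statistic gave 8 clusters and the index at 7 clusters was 0.857.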

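Among utricular HCs, 69 of 73 cells were tdTomato-positive (94.5%, 95% confidence interval 86.6 to 98.5%), with 3 GFP-positive cells and 1 negative cell making up the rest. By cluster, 13 of 14 HC.i, 13 of 15 HC.ii and 43 of 44 HC.iii-iv cells were tdTomato-positive. Among SCs, 50 of 58 cells were GFP-positive (86.2%, 95% confidence interval 74.6 to 93.9%) and none was tdTomato-positive, which allows a share of up to 6.16%. GFP was recorded in 37 of 40 SC.ii but in 13 of 18 SC.i cells (72.2%, 46.5 to 90.3%). Of the 27 TECs, 26 were negative and 1 was GFP-positive. The deposited GFP intensity, in the arbitrary units of the imaging with a ceiling of 1000, had a median of 446 in SC.ii, 105 in SC.i, 288 in HC.ii, 177 in HC.iii-iv, 78.6 in HC.i and 0.410 in TECs. If a cell was counted as GFP-positive only above the median intensity of the GFP-called cells, the share in SC.ii was 55% in place of 92.5%.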

With few exceptions, the primary cell populations correlated with fluorescence state, indicating that they represent TECs (grey boxes), SCs (green boxes) and HCs (red boxes). 

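Known markers were compared between TECs, SC.ii and HC.iii-iv over 4 captures of each, each group against the mean of the other 2. In HC.iii-iv, Otof (chromosome 5, 30367066 to 30462730 of GRCm38) had a log2 fold change of 8.17 (standard error 0.62, edgeR adjusted p = 6.96e-06), with 10.56 ± 0.62 log2 CPM (SD, n = 4 captures), 2.62 ± 1.22 in SC.ii and 1.66 ± 1.37 in TECs. Gfi1 (chromosome 5, 107716655 to 107725805) was above 1 nTPM in 40 of 44 HC.iii-iv cells, 2 of 40 SC.ii and 3 of 27 TECs, a log2 fold change of 8.54 (standard error 1.16, edgeR adjusted p = 0.000402). Pou4f3, Myo7a, Pvalb, Calb2 and Ptprq had log2 fold changes of 6.73, 5.62, 8.57, 7.22 and 5.90, with edgeR adjusted p between 0.00187 (Pvalb) and 0.00651 (Ptprq). In SC.ii, Otog (chromosome 7, 46240987 to 46311434) had a log2 fold change of 3.75 (standard error 0.30, edgeR adjusted p = 3.31e-05) and Jag1 of 4.22 (standard error 0.41, edgeR adjusted p = 9.12e-05). Gjb6, Slc1a3, Gjb2 and Otoa followed with 5.83, 3.95, 3.43 and 3.27, the last with an edgeR adjusted p of 0.0466. Hes1 was above 1 nTPM in 40 of 40 SC.ii cells, 15 of 27 TECs and 19 of 44 HC.iii-iv cells, but its log2 fold change of 2.83 (standard error 1.02) did not pass the edgeR test (adjusted p = 0.195). It passed with DESeq2 (adjusted p range over its alternatives 8.33e-22 to 0.455). In TECs, Gata2 (chromosome 6, 88193891 to 88207032) had a log2 fold change of 7.07 (standard error 1.16, edgeR adjusted p = 0.00441), and Slc26a4 of 6.90 (standard error 1.52, edgeR adjusted p = 0.0251). Cldn8 was above 1 nTPM in 19 of 27 TECs, 8 of 40 SC.ii and 4 of 44 HC.iii-iv cells (edgeR adjusted p = 0.0348). Lmx1a was above 1 nTPM in 20 of 27 TECs, 2 of 40 SC.ii cells and no HC.iii-iv cell of 44 (edgeR adjusted p = 0.0165). Each of these genes was higher in its group in 4 of 4 captures. With 1 capture left out, Otog, Jag1, Gata2 and the HC genes other than Ptprq stayed past the threshold in all cases, Gjb6 and Slc1a3 failed it without capture 4, Ptprq without capture 1 and Lmx1a without capture 2 or 4, while Gjb2 and Otoa failed it without any 1 of the captures, Slc26a4 without capture 1, 3 or 4 and Cldn8 without capture 1, 2 or 3. Gjb2, Slc26a4 and Cldn8 also failed it with the capture as a replicate block, Myo7a in HC.iii-iv and Cldn8 with DESeq2, and Gjb2 and Otoa with DESeq2 size factors in edgeR. Cldn8 and Lmx1a in TECs, and Otof and Ptprq in HC.iii-iv, each had 1 capture far below the other 3.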

The gene groups that define each population also confirmed cell-type identity, as they contain many known markers—including *Myo7a*, *Pou4f3*, *Gfi1*, *Pvalb*, *Otof*, *Calb2* and *Ptprq* in HCs; *Otog*, *Otoa*, *Gjb2*, *Gjb6*, *Jag1*, *Hes1* and *Slc1a3* in SCs; *Gata2*, *Lmx1a*, *Slc26a4* and *Cldn8* in TECs (Fig. 2a; Supplementary Data 1). In addition, we used Monocle to test for genes that were differentially expressed (false discovery rate (FDR)<0.05) and identified 1,240 putative cell-type-specific genes after filtering by specificity score (specificity>0.5, see Methods; Supplementary Data 2). These genes included more known markers, as well as genes not previously known to be specific to each cell type (Supplementary Fig. 5). 

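Over the 14120 genes tested, edgeR called 1239 genes as different among TECs, SC.ii and HC.iii-iv at an adjusted p under 0.05 (3600 at an unadjusted p under 0.05). Against the mean of the other 2 groups, 328 genes were higher and 145 lower in TECs, 207 higher and 41 lower in SC.ii, and 1142 higher and 620 lower in HC.iii-iv. Of the called genes, 463 were also above 1 nTPM in at least 50% of the cells of a group and had a specificity score above 0.5 for it, 75 for TECs, 71 for SC.ii and 317 for HC.iii-iv. These counts depended on the test. With single cells as the units, a Gaussian likelihood ratio test called 4468 genes, 1234 of them specific, and with a spread for each group 8624 and 1247. With DESeq2 on the capture sums the counts were 2296 and 698. By detection and specificity with no test, 1256 genes were specific. In TECs and SC.ii most called genes were higher by edgeR, but with DESeq2 more were lower in TECs (793 higher and 1041 lower, against 629 and 512 in SC.ii), and so it was in both groups with limma on capture means (450 and 735 in TECs, 415 and 462 in SC.ii) and with cells as units (787 and 1213, 748 and 1020). With the capture number as a replicate block, edgeR called 766 genes. Leaving out 1 capture at a time gave 385 (without capture 4) to 707 (without capture 2) called genes and 196 to 325 specific ones.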

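Genes were ranked by fold change among those called that had a minimum average level and the same direction in every capture. The leading genes of HC.iii-iv were 5330437I02Rik (chromosome 18, 65697370 to 65751624 of GRCm38), above 1 nTPM in 31 of 44 HC.iii-iv cells, LOC100862177 in 29 of 44 and Ttc29 in 34 of 44. None of the 40 SC.ii cells had any of them, and of 27 TECs only 1 had LOC100862177. Their edgeR adjusted p were 0.000157, 0.000851 and 0.000453. In SC.ii the leading genes were Slc22a3 (chromosome 17, 12419972 to 12507704), with a log2 fold change of 7.82 (standard error 1.33, edgeR adjusted p = 0.00689), Ebf3, above 1 nTPM in 37 of 40 SC.ii cells and in no TEC, and Fbn1, in 14 of 40 SC.ii cells and in no HC.iii-iv cell (edgeR adjusted p = 0.0403). In TECs they were Islr, Sostdc1 and Adh1, above 1 nTPM in 15 of 27, 12 of 27 and 7 of 27 TECs and in no HC.iii-iv cell. Among genes that the paper went on to label with antibodies, Sall2 was lower in TECs by edgeR, with a log2 fold change of -2.14 (standard error 0.50, edgeR adjusted p = 0.0324), and so was Cdh4, with -4.61 (standard error 1.05, edgeR adjusted p = 0.0296). Cdh2 was not separated, with -1.32 (standard error 1.02, edgeR adjusted p = 0.551) and a higher level in TECs in 1 of 4 captures. When 1 capture was left out, Sall2 was not called without capture 1, 2 or 3, Cdh4 without capture 1, 2 or 4, Slc22a3 without capture 2 or 4, and Fbn1 in any case. In HC.iii-iv, Rasd2, Anxa4 and Pcp4 had log2 fold changes of 7.73, 5.92 and 4.65, the largest edgeR adjusted p being 0.00130 (Pcp4).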

We used immunohistochemistry to validate a small complement of the differentially expressed genes (Fig. 2b–n). Finally, validity of TEC, SC and HC populations was confirmed by measuring expression of 30 known genes in an additional 118 P1 utricle cells using single-cell quantitative (q)PCR (Fig. 3a–g).

### Resolution of fate transitions suggests a novel source of HCs

Next, we examined the seven cell clusters that comprise the three major populations. One cluster contains all TECs, whereas SCs comprise two clusters (SC.i–ii) and HCs consist of four clusters (HC.i–iv, Fig. 2a). SC.i and HC.i–ii appear to represent transitional cell types that co-express combinations of TEC, SC and HC genes (Fig. 2a). By contrast, SC.ii and HC.iii–iv are more distinct and do not express genes characteristic of other populations. 

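To place each cluster between the distinct populations, the mean log2(nTPM) of the 75 TEC, 71 SC.ii and 317 HC.iii-iv genes called specific above was taken per cell and then per capture. SC.i had a mean of 3.82 ± 0.51 (SD, n = 4 captures) over the TEC genes, between 5.48 ± 0.34 in TECs and 1.97 ± 0.09 in SC.ii, and its mean over the SC.ii genes also lay between those of TECs, 1.89 ± 0.24, and of SC.ii, 5.09 ± 0.27. HC.i had 3.74 ± 0.26 over the TEC genes (n = 3 captures) and HC.ii 1.44 ± 0.41 (n = 4). Over the SC.ii genes the order was the other way, 1.60 ± 0.30 in HC.i and 3.46 ± 0.30 in HC.ii. Over the HC.iii-iv genes, HC.i had 4.35 ± 0.18 and HC.ii 4.13 ± 0.93, while TECs, SC.i and SC.ii lay between 0.34 and 0.56. The TEC genes were higher in HC.i than in HC.ii by 2.30 in 3 of 3 captures, and the two-sided exact permutation p of 0.0571 is the smallest that 3 captures against 4 allow (adjusted over 12 comparisons, 0.0686). The SC.ii genes were higher in HC.ii than in HC.iii-iv by 2.45 in 4 of 4 captures (exact permutation p = 0.0286, the smallest that 4 against 4 allow, adjusted 0.0571). SC.i differed from SC.ii in the TEC genes by 1.85 and from TECs in the SC.ii genes by 1.41, each in 4 of 4 captures with the same exact p. None of the 12 comparisons was under 0.05 after adjustment. Compared within captures, a test chosen after the data were seen, each had an exact permutation p of 0.25 with 3 captures or 0.125 with 4, the smallest these allow.

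**Figure D1:**
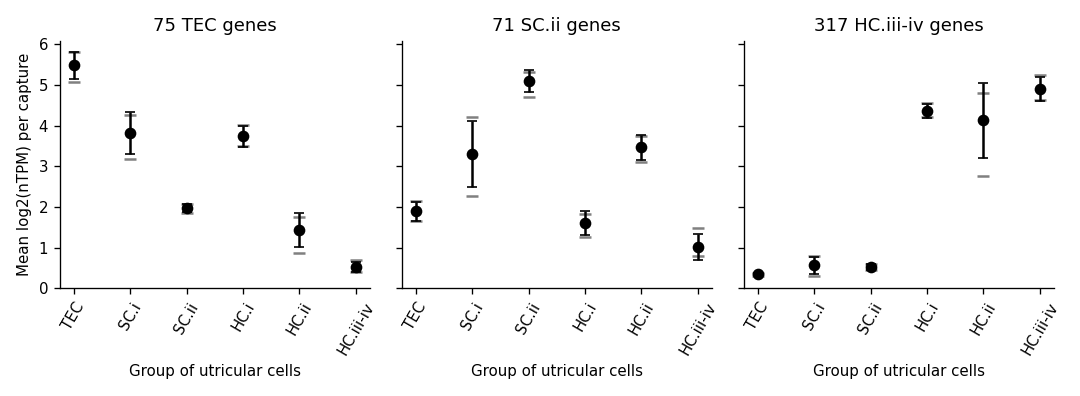
Mean log2(nTPM) of the 75 TEC, 71 SC.ii and 317 HC.iii-iv genes (panels, y axis) in the 6 groups of utricular cells (x axis). Points are means of captures, bars are SDs and grey dashes are the lowest and the highest capture. HC.i stands above HC.ii over the TEC genes and below it over the SC.ii genes, and both stand close to HC.iii-iv over the HC genes.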

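In SC.ii, the HC.iii-iv genes stayed low. Their mean was 0.52 ± 0.08 log2(nTPM) (SD, n = 4 captures), and a cell had on average 15.2% of them above 1 nTPM, against 78.2% in HC.iii-iv. The TEC genes were not as low in SC.ii, at 1.97 ± 0.09 with 39.0% of them above 1 nTPM. These values were above those of HC.ii, 1.44 ± 0.41 and 32.5%. HC.iii-iv had 0.51 ± 0.12 over the TEC genes and 1.02 ± 0.32 over the SC.ii genes, with 16.2% and 31.8% of these genes above 1 nTPM. The genes were picked for their difference between these populations, so the separation of TECs, SC.ii and HC.iii-iv follows from the choice of genes.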

HC.iv expresses a subset of genes that are unique to this group, suggesting that these cells may be more differentiated. However, based on the limited number of these cells, we grouped HC.iii and HC.iv into a single ‘mature' population for subsequent analyses.

To further examine the relationships between clusters, all cells were projected onto the first two principal components (PC1 and PC2) identified from PCA (Fig. 4a). 

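On PC1 of all genes, the mean position was 32.5 ± 5.18 (SD of captures, n = 4) in HC.iii-iv, 18.7 ± 7.79 in HC.ii and 19.3 ± 0.791 in HC.i (n = 3), against -23.5 ± 0.733 in SC.i, -23.9 ± 1.46 in SC.ii and -25.8 ± 1.10 in TECs. The lowest single HC lay at -0.00781 and the highest SC or TEC at -8.17, so no cell of the HC groups overlapped the others. HCs against SCs and TECs took a share of 0.907 of the variance along PC1, and 0.865 with only the genes of Supplementary Data 1.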

The resulting two-dimensional plot indicates clear separations of the six clusters: TECs, SC.i, SC.ii, HC.i, HC.ii and HC.iii–iv, with HCs separating from both SCs and TECs along PC1. In contrast, PC2 separates SC.ii and TECs, with SC.i falling in the middle. 

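Which component carried this separation depended on the genes used. With the genes of Supplementary Data 1, PC2 placed TECs at 6.52 ± 0.469 (SD of captures, n = 4), SC.i at 1.46 ± 0.778 and SC.ii at -3.91 ± 0.544, and SC.ii against TECs took a share of 0.960 of the variance along PC2. With all 14726 genes that share was 0.0586, and the same order appeared on PC3, where TECs lay at -17.3 ± 3.90, SC.i at -4.22 ± 2.96 and SC.ii at 14.4 ± 3.23.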

HC.i and HC.ii appear to be in a transitional state between SC.ii and TEC, respectively. These results suggest that SCs and HCs within the utricle may arise from two distinct precursors, SC-like progenitors within the sensory epithelium and TEC-like progenitors located outside the sensory epithelium (Fig. 4b). 

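On the genes of Supplementary Data 1, HC.i lay at 2.91 ± 1.80 on PC2 (SD of captures, n = 3), on the side of TECs, and HC.ii at -4.51 ± 0.621 (n = 4), on the side of SC.ii. On PC1 both lay between the SCs and HC.iii-iv, at 3.54 ± 0.549 and 2.72 ± 2.13 against 9.28 ± 1.27. Between HC.i and HC.ii directly, over 3 and 4 captures, edgeR called 2 of 11638 genes (770 at an unadjusted p under 0.05). Jag1 (chromosome 2, 137081451 to 137116520 of GRCm38) was lower in HC.i, with a log2 fold change of -4.53 (standard error 0.51, edgeR adjusted p = 0.0175), and AI593442 was above 1 nTPM in 5 of 14 HC.i cells and in none of 15 HC.ii cells (edgeR adjusted p = 0.0175). Neither was called when any 1 capture was left out, which left between 0 (without capture 1) and 2 (without capture 4) called genes. With the capture as a replicate block edgeR called 1 gene, which was neither of them, and DESeq2 called 174. Between SC.ii and HC.ii, edgeR called 104 of 12618 genes, 32 higher in SC.ii and 72 higher in HC.ii (12 without capture 4, 66 without capture 2). This split was 381 and 603 with DESeq2, 42 and 552 with limma on capture means and 143 and 1652 with cells as units. Without capture 4 it was 6 and 6 by edgeR. Between HC.ii and HC.iii-iv, edgeR called 1 of 13055 genes (1218 at an unadjusted p under 0.05), DESeq2 called 365, and edgeR with the replicate block 4. That gene, Otog, had a log2 fold change of 3.92 (standard error 0.43, edgeR adjusted p = 0.0157), was higher in HC.ii in 4 of 4 captures and was not called when any 1 capture was left out. Of the 5 HC.i cells of capture 3, 4 carried Xist together with Y-linked transcripts above 5 nTPM. None of the 9 HC.i cells of captures 1 and 4 did, where no cell carried Xist above 1 nTPM.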

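The paper reasons from the positions of the clusters. HC.i and HC.ii share the expression of HC genes, but HC.i also keeps TEC genes and HC.ii also keeps SC.ii genes, and SC.i lies between TECs and SC.ii. From this, the paper proposes that HCs and SCs of the utricle may come from 2 precursors, one resembling SCs inside the sensory epithelium and one resembling TECs outside it. In the counts behind this reasoning, HC.i rests on 14 cells from 3 captures (2, 5 and 7 cells in captures 1, 3 and 4) and HC.ii on 15 cells from 4 captures (3, 2, 2 and 8 cells). At a depth thinned to 250000 expected counts per cell, HC.i had 6179 ± 359.8 genes detected (SD, n = 3 captures) and HC.ii 6205 ± 265 (n = 4), against 5652 ± 461 in HC.iii-iv, 4678 ± 233 in SC.ii and 4576 ± 310.0 in TECs. HC.i and HC.ii each exceeded HC.iii-iv in every capture that held both, with two-sided exact permutation p of 0.171 and 0.0857 (adjusted 0.206 and 0.171 over 6 comparisons). Within captures, the differences were 657 genes for HC.i and 553 for HC.ii, and the exact p were again the smallest that 3 and 4 captures allow.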

While the development of HCs from SCs within the sensory epithelium was known, a potential TEC–HC lineage was surprising. An alternative explanation would be that the boundary between the sensory and non-sensory regions might be more fluid than previously thought, consisting of a transitional zone where cells can readily switch fates. This sort of plasticity would be consistent with recent findings indicating that cells within the cochlear greater epithelial ridge (GER) can develop as HCs in neonates^30^,^31^.

To explore this idea further, we examined the expression patterns of putative markers of the sensory region at its lateral edge, as substantial postnatal HC production occurs at this location^12^. Lfng—as assessed by GFP expression in *Lfng*^*EGFP*^ mouse utricles—Cdh4, and Sox2 were all confined to a domain that ended at or near the outermost HCs (Fig. 4c–k). In support of a TEC–HC lineage, high-magnification images showed that some Myo7a+ cells were developing just outside the Lfng domain (Fig. 4d,e). However, we also found that the Cdh4 domain spanned several cell widths past the Lfng border, and the Sox2 domain extended even farther (Fig. 4f–k). 

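Lfng (chromosome 5, 140607341 to 140615545 of GRCm38) was above 1 nTPM in 7 of 14 HC.i cells and 13 of 15 HC.ii cells, with 1.78 ± 1.63 log2 CPM (SD, n = 3 captures) in HC.i and 3.14 ± 1.52 (n = 4) in HC.ii. The log2 fold change of -1.45 (standard error 1.77) was not separable from the spread between captures (edgeR adjusted p = 0.9996), and HC.i was higher in 1 of 3 captures with both. Without capture 4 it was 0.24. Cdh4 (chromosome 2, 179442423 to 179899377) was found in 12 of 14 HC.i cells at 7.58 ± 0.65 log2 CPM and in 15 of 15 HC.ii cells at 8.01 ± 1.03. Sox2 (chromosome 3, 34649995 to 34652461) was found in 13 of 14 HC.i cells at 5.06 ± 0.59 log2 CPM and in 15 of 15 HC.ii cells at 5.65 ± 0.73. Their log2 fold changes of HC.i against HC.ii were -0.59 and -0.64, neither called. In TECs, Cdh4 was above 1 nTPM in 5 of 27 cells, against 39 of 40 in SC.ii.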

Consistent with these observations, HC.i, the cells identified as transitioning between TECs and HCs by PCA, expressed low levels of *Lfng* but high levels of *Cdh4* and *Sox2* (Fig. 4c). This evidence supports the hypothesis that the sensory and non-sensory domains of the utricle are separated by a transitional region rather than a strict boundary.

### Temporal ordering of cells reveals kinetics of expression

One of the advantages of single-cell transcriptional profiling, particularly in an organ with cells at different stages of maturity such as the P1 utricle, is that it provides an opportunity to order cells along a hypothetical timeline of development (pseudo-time). Using the existing utricular cell data, the Monocle single-cell analysis toolset^32^ was applied to order cells differentiating along the path of SC.ii to HC.iii–iv (Fig. 5a). 

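The order was rebuilt without Monocle, as the position along the longest path of a minimum spanning tree drawn over the first 2 principal components of the genes of Supplementary Data 1, scaled from 0 at the SC.ii end to 1. The 40 SC.ii cells had a median position of 0.0970 (0 to 0.165), the 15 HC.ii cells 0.348 (0.232 to 0.441) and the 44 HC.iii-iv cells 0.562 (0.389 to 1). No HC.ii cell fell among the SC.ii cells, while HC.ii and HC.iii-iv overlapped. The means of the medians of captures were 0.0959 ± 0.00314, 0.332 ± 0.0496 and 0.551 ± 0.0381 (SD, n = 4 captures each). Ordered on the first principal component alone, which was the alternative that moved HC.ii and HC.iii-iv most, HC.ii lay at a median of 0.507 and HC.iii-iv at 0.828. Leaving out 1 capture at a time kept the median of HC.ii between 0.314 and 0.389. That of SC.ii was 0.0469 without capture 2, 0.0552 without capture 3 and 0.126 without capture 4, and that of HC.iii-iv was 0.440 without capture 1.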

The resulting, unbiased trajectory ordered cells along the expected path, beginning at SC.ii, passing through HC.ii and ending at HC.iii–iv. Expression of genes with known temporal patterns were plotted along pseudo-time (Fig. 5b). 

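For each gene, a natural spline with 3 degrees of freedom was fitted to log2(nTPM) along pseudo-time, and the position at which the fitted trend reached the middle of its range was read. The fits of the rising genes named here and below started under the limit of detection, from -0.142 (Fscn2) down to -2.24 (Pou4f3). Such values, which no cell can have, enter the range and so the positions. For 2 SC genes on the way down, Dkk3 reached it at 0.240 and Hes1 at 0.38. Dkk3 was above 1 nTPM in 40 of 40 SC.ii and 12 of 15 HC.ii cells and 15 of 44 HC.iii-iv cells, and its log2 fold change of SC.ii over HC.ii was 2.02 (standard error 0.44, edgeR adjusted p = 0.0594). Among genes that rose, the positions were 0.195 for Pou4f3, 0.200 for Gfi1, 0.205 for Myo7a, 0.165 for Jag2, 0.160 for Atoh1 and 0.115 for Hes6, all below the median position of HC.ii. Pou4f3 (chromosome 18, 42394597 to 42396093 of GRCm38) was found in 6 of 40 SC.ii cells and 15 of 15 HC.ii cells, a log2 fold change of SC.ii over HC.ii of -6.82 (standard error 1.13, edgeR adjusted p = 0.0234). That of Gfi1 was -8.83 (standard error 1.54, edgeR adjusted p = 0.0267). Myo7a, in 5 of 40 and 15 of 15 cells, had -4.96 and an edgeR adjusted p of 0.0651. Pou4f3 was not called when any 1 capture was left out, nor was Gfi1 without capture 1, 3 or 4. Hes6 and Jag2 had -1.43 and -4.95, and Atoh1 was above 1 nTPM in 4 of 40 SC.ii and 14 of 15 HC.ii cells. None of these 3 was called, the smallest edgeR adjusted p being 0.207 (Jag2), and Atoh1 and Jag2 were lower in SC.ii in 4 of 4 captures and Hes6 in 3.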

Genes enriched in SCs such as *Dkk3* and *Hes1* decreased over pseudo-time, while genes such as *Pou4f3*, *Myo7a*, *Gfi1*, *Atoh1*, *Hes6* and *Jag2*, which are upregulated in developing HCs^33^,^34^,^35^,^36^,^37^,^38^,^39^,^40^, increased at an early point along the trajectory (Fig. 5b). Finally, genes involved in assembly of mature stereocilia bundles, which occurs relatively late in the HC-differentiation process, including *Espn*^41^, *Xirp2* (refs 42, 43) and *Fscn2* (ref. 44), show a delay in onset relative to the other HC genes. 

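The fitted trend of Xirp2 reached the middle of its range at 0.390, that of Espn at 0.515 and that of Fscn2 at 0.685, where the HC genes above had reached it by 0.205, and each rose to the end of the path. Fscn2 (chromosome 11, 120360165 to 120368173 of GRCm38) was above 1 nTPM in none of 40 SC.ii cells, 6 of 15 HC.ii and 24 of 44 HC.iii-iv cells. Espn was found in 4 of 40, 10 of 15 and 35 of 44 cells and Xirp2 in 4 of 40, 12 of 15 and 39 of 44. Between HC.ii and HC.iii-iv their log2 fold changes were -1.48, -0.28 and -0.37 for Espn, Xirp2 and Fscn2, none larger than the spread between captures (smallest edgeR adjusted p = 0.854, Espn). Espn was lower in HC.ii in 4 of 4 captures, Xirp2 in 3 and Fscn2 in 2, and without capture 3 the log2 fold change of Fscn2 was 0.07.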

Next, Monocle was used to define four clusters of genes with distinct kinetic trends over pseudo-time (Fig. 5c; Supplementary Data 2). 

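The lists of Supplementary Data 2 were followed along the pseudo-time rebuilt here. The median position at which a gene reached the middle of its range was 0.205 over the 629 Early genes (interquartile range 0.185 to 0.275) and 0.335 over 798 of the 801 Off genes (0.24 to 0.56). Ordered on the first principal component alone, these positions were 0.28 and 0.615. The mean log2(nTPM) of the Early genes was 2.40 ± 0.11 (SD, n = 4 captures) in SC.ii, 5.06 ± 0.42 in HC.ii and 5.40 ± 0.19 in HC.iii-iv. From means over all cells, HC.ii had 89.5% of the change. The Off genes had 5.77 ± 0.15, 4.73 ± 0.30 and 3.18 ± 0.41, and from means over all cells HC.ii had 41.5% of their change. The lists were drawn by the authors from these cells, so no test was made on them.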

The average trends show that expression of many early HC genes occurs in an abrupt, switch-like pattern at the onset of differentiation (Early), whereas silencing of SC genes occurs more gradually (Off, Fig. 5c). Monocle also identified groups of genes, such as *Atoh1* (refs 33, 37), *Hes6* (ref. 36) and *Jag2* (ref. 35) (Fig. 5b,c), that turn on early but are not sustained (Transient), and groups of genes that turn on later but continue to be expressed (Late).

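Over 506 of the 507 Transient genes the median position at the middle of the range was 0.175, and from means over all cells HC.ii had 88.1% of the change from SC.ii to HC.iii-iv. Over the 477 Late genes these values were 0.465 and 59.8%. Leaving out 1 capture at a time moved the Late position between 0.395 and 0.485 and the Early position between 0.185 and 0.225. On a tree over 2 independent components, the Late genes lay at 0.34, the Off genes at 0.245 and the Early genes at 0.195. The fitted trends of Atoh1, Hes6 and Jag2 peaked at positions 0.470, 0.450 and 0.490 and fell afterwards. They ended at -2.07, -2.35 and -0.292 log2(nTPM), under the limit of detection, so part of the fall lies outside the values that cells can have. By clusters, a fall from HC.ii to HC.iii-iv was not detected. Atoh1 (chromosome 6, 64729125 to 64731245 of GRCm38) was above 1 nTPM in 14 of 15 HC.ii and 38 of 44 HC.iii-iv cells, with a log2 fold change of HC.ii over HC.iii-iv of 0.17 (standard error 0.64, edgeR adjusted p = 0.993). It was -0.14 without capture 1 and -0.05 without capture 4. Those of Hes6 and Jag2 were -0.27 and -1.45, with a higher level in HC.ii in 1 of 4 and 0 of 4 captures, and that of Hes6 was 0.81 with limma on capture means and 0.46 with cells as units.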

To validate some of these patterns at the protein level, we performed immunolabelling for Pou4f3, Xirp2 and Fscn2 in P1 utricles. Monocle indicated that Pou4f3 has a particularly early onset, and we found Pou4f3+ nuclei residing within the SC nuclear layer (Fig. 5d,e). These cells were Myo7a−, suggesting that they were in the very earliest stages of differentiation. At the other end of the temporal spectrum, Xirp2 and Fscn2 only labelled large stereocilia bundles from mature-looking HCs (Fig. 5f,g). Smaller, more immature-appearing HCs that did not express Xirp2 and Fscn2 in their bundles were concentrated in the less developed lateral region of the utricle (Fig. 5f,g).

Finally, analysis of enriched transcription factor-binding motifs within the four gene groups provides a powerful opportunity to identify master regulatory transcription factors associated with distinct phases of differentiation. For example, iRegulon^45^ identified the Rfx transcription factor family as the top candidates associated with the group of ‘Early' genes. An accompanying study by Elkon *et al.*^46^ also identifies Rfx transcription factors from RNA-Seq of FACS-purified HCs and shows that Rfx1/3 are necessary for HC survival. On the basis of these results, cellular asynchrony at a single developmental age can be used to reconstruct multiple differentiation trajectories and identify groups of genes potentially involved in unique phases of HC differentiation.

### The striola is a distinct region in the P1 mouse utricle

One of the strengths of single-cell RNA-seq is the potential to identify novel sub-populations of cells. Therefore, we examined heterogeneity within the clusters of more mature utricular HCs and SCs. 

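PCA of the 44 HC.iii-iv cells used 11241 genes. PC1 took 4.27% of the variance, and the 9 cells of the authors' striolar group lay at 34.9 ± 8.46 (SD, n = 3 captures) against -9.95 ± 9.14 (n = 4) for the 35 extrastriolar cells, a share of 0.615 of the variance along PC1. The captures took a share of 0.175. Ocm (chromosome 5, 144019807 to 144050640 of GRCm38) had a Spearman correlation of 0.474 with PC1 over these cells, which are not independent replicates. It was above 1 nTPM in 4 of 9 striolar cells and 1 of 35 extrastriolar cells.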

PCA using just the 44 HC.iii–iv cells revealed that PC1 separates HCs that expressed high levels of the calcium-binding protein oncomodulin (Ocm, Fig. 6a), which is specifically expressed within striolar HCs (Fig. 6e; Supplementary Fig. 1a). These putative striolar HCs clustered together (*k*-means, *k*=2, Fig. 6b,c), and subsequent differential expression testing identified 99 genes that were highly enriched within this group (FDR<0.05 and specificity>0.6; see representative examples in Fig. 6d; Supplementary Data 2), including *Ocm* (*q*=9.36 × 10^−9^). 

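The authors' striolar and extrastriolar groups are their own k-means clusters on the 75 genes of Supplementary Data 1, and k-means with 2 clusters on those genes gave the same groups (adjusted Rand index 1), while with 75 genes selected from the PCA computed here the index was 0.686, and the gap statistic gave 3 clusters with either list. The striolar sums came from captures 1, 3 and 4. Over 12358 genes, edgeR called 7 at an adjusted p under 0.05, 1 higher and 6 lower in striolar HCs, and 1701 at an unadjusted p under 0.05. With DESeq2 size factors in place of TMM the split was 1 higher and 1 lower. None of the 7 was in the list of genes with a specificity above 0.6 for striolar HCs, and 5 were in that for extrastriolar HCs. The alternatives moved these counts widely, since DESeq2 called 948 genes with 36 specific to striolar HCs, and limma on capture means called 46 with 8. With cells as units and a spread for each group the counts were 3711 and 118. Without capture 1 or capture 3, 0 genes were called by edgeR, without capture 2 only 1, which was higher, and without capture 4, 6. Ocm had a log2 fold change of 5.74 (standard error 2.28, edgeR adjusted p = 0.338), was higher in 3 of 3 captures, and ranged from 5.35 to 11.10 with 1 capture left out. Of the 16 genes of Fig. 6d, all had a positive log2 fold change, 12 were higher in striolar HCs in 3 of 3 captures and the other 4 (Sv2b, Synj2, Kcnab1 and Calca) in 2 of 3, but none was called (edgeR adjusted p from 0.222 for Adck3 to 0.586 for Sip1). Without capture 3 the log2 fold change of Sv2b was -0.10. The best separated by cells were Kcna10, above 1 nTPM in 9 of 9 striolar and 20 of 35 extrastriolar cells, and Kcnma1, in 9 of 9 and 16 of 35. The called gene that was higher was Malat1, at 14.71 ± 0.18 against 13.68 ± 0.09 log2 CPM (SD, n = 3 and 4 captures), a log2 fold change of 1.04 (standard error 0.09, edgeR adjusted p = 0.00251). It was not called without capture 1 or 3, nor with DESeq2 or limma. Leading those that were lower were 5330437I02Rik, Neurl1b and Serinc2, which were above 1 nTPM in no striolar cell of 9 but in 31 of 35, 28 of 35 and 31 of 35 extrastriolar cells (edgeR adjusted p = 0.0329, 0.0125 and 0.0377). The first and the last were not called with the capture as a replicate block, with DESeq2 size factors in edgeR or without any 1 of the captures, and Neurl1b was not called without capture 1, 2 or 3.

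**Figure D2:**
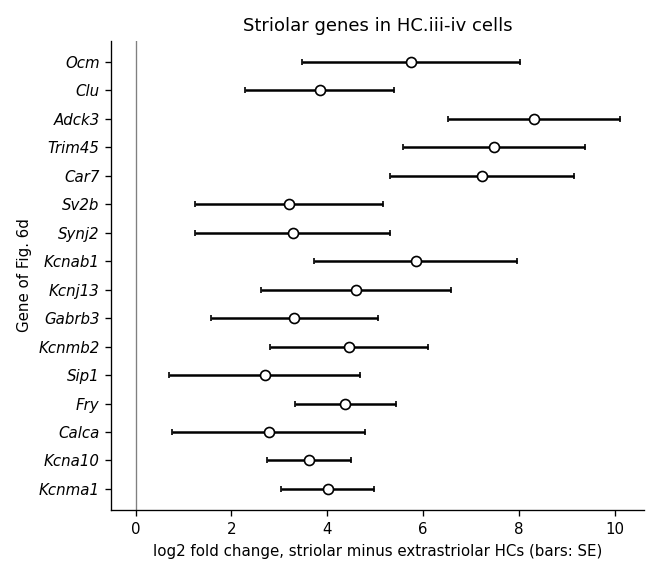
Log2 fold change of striolar over extrastriolar HC.iii-iv cells for the 16 genes of Fig. 6d, from edgeR on sums per capture (3 striolar and 4 extrastriolar captures). Points are estimates and bars are standard errors. All 16 points lie above 0, from 2.69 for Sip1 to 8.30 for Adck3.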

Clusterin (*Clu*), a dimeric acidic glycoprotein involved in a variety of functions including membrane recycling and apoptosis protection but not previously reported to be expressed in HCs^47^, was also differentially expressed (*q*=0.022, Fig. 6d), and antibodies to clusterin labelled a broad swath of HCs centred on the striola (Fig. 6f). These results suggest that striolar versus extrastriolar differences dominate the heterogeneity among utricular HCs at P1. This is consistent with physiological data suggesting that type-I and type-II HCs do not fully emerge until after P1 (ref. 48).

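Clu (chromosome 14, 65968483 to 65981548 of GRCm38) was above 1 nTPM in 7 of 9 striolar and 10 of 35 extrastriolar HC.iii-iv cells. Its level was 10.05 ± 0.27 log2 CPM (SD, n = 3 captures) in striolar and 2.97 ± 4.47 (n = 4) in extrastriolar HCs, a log2 fold change of 3.84 (standard error 1.56, edgeR adjusted p = 0.341) that was higher in 3 of 3 captures. It was called with limma on capture means and with cells as units (adjusted p over its alternatives 0.00108 to 0.525), but not with edgeR or DESeq2.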

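The paper starts from the PCA of HC.iii-iv cells, in which the component with the most variance set apart cells with Ocm, a gene of striolar HCs, and from the clustering and the enriched genes that followed from it. From these it proposes that the striolar against extrastriolar difference is the main source of heterogeneity among utricular HCs at this age. The next components had lower shares between these groups, 0.0162 along PC2 with 3.43% of the variance and 0.0741 along PC3 with 2.82%, where the captures took 0.234 and 0.401. The groups are clusters on genes that the paper picked for their weight on PC1. A high share along PC1 and low shares along the next components follow from that choice, so these shares cannot decide on the proposal.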

Compared with HCs, utricular SCs are thought to be relatively homogeneous^49^. However, striolar SCs specifically express the otolithic membrane glycoprotein, beta-tectorin (*Tectb*, Fig. 6k), the transcription factor Gata3 and the retinoic acid-inactivating protein, Cyp26b1 (refs 50, 51, 52). In addition, P1 striolar SCs show an enhanced propensity to regenerate lost HCs and convert into HCs after pharmacological Notch inhibition^8^,^11^, suggesting that striolar SCs are a subtype. 

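In the PCA of the 40 SC.ii cells over 10802 genes, PC1 took 3.39% of the variance and had a Spearman correlation of 0.469 with Tectb (chromosome 19, 55180726 to 55196313 of GRCm38). The 7 cells labelled Tectb+ lay at 15.5 ± 15.8 (SD, n = 4 captures) and the 7 labelled Tectb− at -7.69 ± 7.59 (n = 2), and the share of the variance along PC1 between these 14 cells was 0.317. It was 0.174 on TPM without normalization across samples and 0.453 on the 75 genes of Supplementary Data 1. On those genes the gap statistic gave 1 cluster, and with 2 clusters imposed the adjusted Rand index with the Tectb labels was 0.281. With 75 genes selected from the PCA computed here the gap statistic gave 2 clusters, with an index of 0.473. Over all 10802 genes, Tectb+ cells lay at -17.9 ± 9.89 on PC3 (SD, n = 4 captures) and Tectb− cells at -0.676 ± 3.36 (n = 2). PC3 took 2.96% of the variance, and the captures took a share of 0.244 along it, against 0.0479 along PC1.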

Although PC1 clearly separated cells within SC.ii, which were expressing high levels of *Tectb* (Fig. 6g), the gap statistic failed to identify distinct clusters of cells (Fig. 6h). Since PCA suggested that the majority of the variance arose from extrastriolar versus striolar differences, we performed *k*-means with two clusters and found that one of the clusters expressed significantly higher levels of *Tectb* (*q*=0.047, Fig. 6i). However, some SCs in the contrasting cluster also expressed *Tectb*, consistent with the results from the gap statistic. 

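The comparison of Tectb+ and Tectb− SC.ii cells rested on 7 cells in each group, the former from 4 captures and the latter from captures 1 and 3. Over 7057 genes, edgeR called 1 gene, Tectb itself, at an adjusted p under 0.05, and 451 at an unadjusted p under 0.05. Tectb defines the groups, being above 1 nTPM in 7 of 7 and 0 of 7 cells (edgeR adjusted p = 0.000385). No other gene met the test and a specificity above 0.6. With the capture as a replicate block 7 genes were called, 2 higher and 5 lower in Tectb+ cells. With DESeq2, 216 genes were called and 75 were specific to Tectb+ cells, with no filter on low genes edgeR called 18 (5 higher and 13 lower), and with cells as units and a spread for each group 892 were called and 186 were specific to Tectb+ cells. Detection in at least 50% of a group and specificity alone, with no test, gave 625 genes for Tectb+ and 423 for Tectb− cells. Of the Tectb+ cells, 3 were recorded as negative for GFP, and all 7 Tectb− cells as GFP-positive.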

To more reliably assess regional variation, we therefore tested for differential expression between *Tectb*+ and *Tectb*− cells (see Methods), and found 202 genes that were enriched within *Tectb+* SCs (FDR<0.05 and specificity>0.6; see representative striolar genes in Fig. 6j; Supplementary Data 2). 

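Cyp26b1 (chromosome 6, 84571414 to 84593908 of GRCm38) was above 1 nTPM in 6 of 7 Tectb+ SC.ii cells and in none of 7 Tectb− cells (edgeR adjusted p = 0.704 over sums of 4 and 2 captures). Gata3 (chromosome 2, 9857078 to 9887953) was found in 7 of 7 and 2 of 7 cells, at 6.35 ± 1.05 log2 CPM (SD, n = 4 captures) and 4.36 ± 0.96 (n = 2), a log2 fold change of 2.14 (standard error 1.99, edgeR adjusted p = 0.9998). Pou3f3 (chromosome 1, 42695768 to 42700210) was found in 6 of 7 and 1 of 7 cells, a log2 fold change of 3.99 (standard error 2.88, edgeR adjusted p = 0.9998). All 3 were higher in Tectb+ cells in 2 of 2 captures with both groups. Of the 16 genes of Fig. 6j, all were found in more Tectb+ than Tectb− cells, 10 of them in no Tectb− cell, and Tectb alone was called by edgeR.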

The list of significant genes included *Gata3* (*q*=0.00084, Fig. 6j), *Cyp26b1* (*q*=7.94 × 10^−26^, Fig. 6j) and the transcription factor *Pou3f3* (*q*=0.00013; Fig. 6j), which had previously been localized to an undetermined utricular subdomain^53^. Antibody labelling of whole mounts confirmed that Pou3f3+ SCs are restricted to the striolar region of the sensory epithelium (Fig. 6l). Therefore, although SCs do appear to be more homogenous than HCs at P1, the combined data indicate that the striola is a molecularly distinct region within the utricle.

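The paper reasons that the SCs were harder to divide than the HCs, since the gap statistic found no clusters among them, but that the genes enriched in Tectb+ cells include striolar genes and that antibodies label Pou3f3 in SCs of the striola alone. From the HCs and SCs together it concludes that the striola is a distinct region of the utricle in its expression. In the values here, a single cluster was selected among SC.ii cells on the paper's genes and 3 among HC.iii-iv cells.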

### Transcriptomes of cells from the P1 cochlear epithelium

As in the utricle, the organ of Corti contains both HCs and SCs but is unique in its striking arrangement of four rows of HCs and at least seven rows of SCs extending the length of the cochlear spiral (Fig. 1d–g). Moreover, cell phenotypes differ across the mediolateral axis^4^. 

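The 91 mechanically isolated cochlear cells came from 2 captures, 49 cells from capture 6 and 42 from capture 8, each from the cochleae of 1 pup. Tests of cochlear groups therefore rest on 2 sums for each group, and the captures also differ in their sex-linked transcripts, which the Methods take up. For the PCA, log2(nTPM) of 13285 genes was adjusted for the capture with ComBat, as the paper did. PC1 took 3.65% of the variance, with a share of 0.891 between the 4 groups and of 0.000365 between captures. Without ComBat the share between captures was 0.135 along PC1 and 0.428 along PC2. K-means on the 258 genes of Supplementary Data 1 held here selected 4 clusters by the gap statistic and gave the authors' 4 groups, which they had drawn by k-means on the full list (adjusted Rand index 1). With 269 genes selected from the PCA computed here, the gap statistic gave 5 clusters and the index at 4 clusters was 0.963. The 2 NSC clusters were joined as NSCs (63 cells) for the comparison with HCs and SCs.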

Analysis of the transcriptional profiles of the 91 cochlear single cells following PCA-based reduction of their expressed genes reveals four major clusters of cells, which vary in their expression of distinct gene sets (Fig. 7a; Supplementary Data 1). 

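All 10 cells of the smallest cluster were tdTomato-positive, and no cell of the others was. Pou4f3 was above 1 nTPM in 10 of 10 of these HCs, in none of 63 NSCs, and in none of 18 SCs (edgeR adjusted p = 0.0261 for HCs against the mean of NSCs and SCs, n = 2 captures each). Pvalb (chromosome 15, 78191112 to 78206400 of GRCm38) was found in the same numbers of cells (edgeR adjusted p = 0.0289). Over the alternatives the adjusted p of the first ran from 2.79e-52 to 0.0571 and that of the second from 4.38e-81 to 0.0610, the highest with the capture as a replicate block, under which both lost the call. Otof was found in 9 of 10 HCs and in no other cell (edgeR adjusted p = 0.00521). Bdnf was found in 10 of 10 HCs, 2 of 63 NSCs and 0 of 18 SCs, and Myo7a in 10 of 10, 7 of 63 and 1 of 18. Neither passed the edgeR test over 2 captures, with adjusted p of 0.0935 for Bdnf and of 0.120 for Myo7a, whose log2 fold change was 5.83 (standard error 1.30). Both passed with DESeq2, with no filter on low genes and with limma on capture means. All 5 genes were higher in HCs in 2 of 2 captures.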

A cluster of 10 tdTomato+ cells indicates a group of uniquely expressed genes, including the known HC genes *Pou4f3*, *Pvalb*, *Bdnf*, *Otof* and *Myo7a* (Fig. 7a, HC red boxes; Supplementary Fig. 6). In comparison, a cluster of 18 GFP+ cells express a set of genes that includes known SC genes *Lfng*, *Wnt7a*, *Fgfr3*, *Prox1* and *Hey2* (Fig. 7a, SC green boxes; Supplementary Fig. 6). 

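All 18 cells of this cluster were GFP-positive. Fgfr3 was above 1 nTPM in 18 of 18 of these cells, 17 of 63 NSCs and 6 of 10 HCs, with 9.64 ± 0.62, 2.58 ± 0.46 and 5.52 ± 2.67 log2 CPM (SD, n = 2 captures), a log2 fold change of 5.16 (standard error 0.88, edgeR adjusted p = 0.201). Lfng was found in 16 of 18, 12 of 63 and 1 of 10 cells, a log2 fold change of 5.80 (standard error 1.65, edgeR adjusted p = 0.392). Wnt7a was found in 16 of 18 SCs, 14 of 63 NSCs and 0 of 10 HCs (edgeR adjusted p = 0.111). Prox1 and Hey2 were each found in 15 of 18 SCs, against 4 of 63 and 16 of 63 NSCs, with log2 fold changes of 4.03 and 4.11. None of the 5 was called for SCs by edgeR, which called 0 genes in the contrast of SCs with the other 2 groups (DESeq2 called 375 higher and 469 lower, limma on capture means 0), and all 5 were higher in SCs in 2 of 2 captures. Lfng, Wnt7a and Fgfr3 were called with DESeq2, and all 5 with cells as units.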

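NSC.i held 15 GFP-positive and 17 negative cells (46.9% GFP-positive, 95% confidence interval 29.1 to 65.3%), and NSC.ii 4 GFP-positive and 27 negative cells (12.9%, 3.63 to 29.8%). The deposited GFP intensity had a median of 3.51 in NSC.i and 0.806 in NSC.ii, against 703 in the SC cluster. Counted as positive only above the median intensity of the GFP-called cells, 9.38% of NSC.i cells were GFP-positive.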

Remaining cells separate into two clusters and are composed of negative cells and a limited number of GFP+ cells that expressed less clearly defined gene sets (NSC.i, NSC.ii grey boxes). 

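NSC.i and the SC cluster were compared over the sums of captures 6 and 8. Gjb6 (chromosome 14, 57123301 to 57133611 of GRCm38) was above 1 nTPM in 29 of 32 NSC.i and 6 of 18 SC cells, with 9.36 ± 0.04 and 4.96 ± 2.03 log2 CPM (SD, n = 2 captures), a log2 fold change of 3.78 (standard error 0.95, edgeR adjusted p = 0.587). Fgf10 was found in 32 of 32 and 12 of 18 cells, a log2 fold change of 2.50 (standard error 0.53, edgeR adjusted p = 0.587). Cdh2 was found in 31 of 32 and 9 of 18 cells, with 1.15 (standard error 0.99, edgeR adjusted p = 0.921). These 3 were higher in NSC.i in 2 of 2 captures. Lgr5 was found in 30 of 32 and 16 of 18 cells, with -0.12 (standard error 0.53, edgeR adjusted p = 0.998), and had the other sign with limma on capture means (2.04) and with cells as units (2.07). Over 12099 genes, edgeR called 0 at an adjusted p under 0.05 and 913 at an unadjusted p under 0.05, DESeq2 called 489 and limma on capture means 10.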

Enrichment of genes known to be expressed within the region known as Kölliker's organ, such as *Gjb6*, *Cdh2*, *Lgr5* and *Fgf10* suggests that cells within NSC.i are from the medial non-sensory domain. 

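The cochlear cells were scored with the genes that edgeR called between medial and lateral SCs of the FACS-purified cells, as the mean log2(nTPM) of 9 medial genes minus that of 2 lateral genes. The 15 GFP-positive cells of NSC.i had a score of 7.98 ± 0.449 (SD, n = 2 captures), the 17 negative cells of NSC.i 6.94 ± 0.553, the 27 negative cells of NSC.ii 5.01 ± 1.21, the HCs 4.01 ± 2.78 and the 18 cells of the SC cluster -1.22 ± 0.824. The 4 GFP-positive cells of NSC.ii, all from 1 capture, had 3.76. With the 50 genes of each direction that had the lowest adjusted p, called or not, which was chosen after the data were seen, GFP-positive NSC.i cells had 3.62 and SCs 0.318. No test of the difference was made.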

The presence of a small number of GFP+ cells within NSC.i and the apparent enrichment for genes known to be expressed in lateral SCs within the SC cluster suggests that the GFP+ cells within NSC.i are most likely SCs from the medial domain of the organ of Corti that share gene expression with medial NSCs (Fig. 7a, light-grey boxes, *y* axis). Differential expression testing between the HC, SC and NSC.i–ii groups identified 770 putative cell-type-specific genes (FDR<0.05 and specificity>0.5, Supplementary Data 2). 

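Over 13727 genes and 2 captures for each group, edgeR called 14 genes as different among NSCs, SCs and HCs at an adjusted p under 0.05 and 1487 at an unadjusted p under 0.05. Against the mean of the other 2 groups, 48 genes were higher and 6 lower in HCs, and 0 were called in NSCs, where DESeq2 called 190 higher and 200 lower, or in SCs. In HCs DESeq2 called 742 higher and 770 lower. With detection in at least 50% of the group's cells and a specificity score above 0.5, 11 genes were specific to HCs, 1 to SCs and 0 to NSCs. These counts moved with the test and the filter. DESeq2 called 912 genes with 423 specific, edgeR with no filter on low genes called 492 with 279 specific, and the test with cells as units called 1481 with 754 specific. Among the 48, Lhfpl5 (chromosome 17, 28575369 to 28583593 of GRCm38) was above 1 nTPM in 10 of 10 HCs and in no NSC or SC (edgeR adjusted p = 0.00521), and Pkhd1l1 in 7 of 10 HCs and in no NSC or SC (edgeR adjusted p = 0.0164). Galm was lower in HCs, with a log2 fold change of -5.94 (standard error 0.79, edgeR adjusted p = 0.0339), and was not called with the capture as a replicate block, nor was Pkhd1l1 with limma.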

Of the genes differentially expressed in HCs, 30 were present in a list of 34 genes that were recently validated to be HC-specific using *in situ* hybridization^19^. Reminiscent of cells at the border of the sensory epithelium and TEC domains within the utricle, cells at the medial edge of the organ of Corti display features of active cell fate decisions, particularly at the very apical turn, which may account for some of the observed transcriptional ambiguity (Supplementary Fig. 2a–c). 

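On the genes of Supplementary Data 1, PC1 placed HCs at 19.1 ± 0.457 (SD, n = 2 captures) and SCs, NSC.i and NSC.ii at -1.97 ± 0.431, -2.63 ± 0.210 and -2.36 ± 0.450. PC2 placed SCs at 10.5 ± 0.648, NSC.i at -2.36 ± 0.843 and NSC.ii at -3.71 ± 1.45, and the NSC clusters were set apart on PC3, at -4.89 ± 0.198 and 4.49 ± 0.729. HCs against all other cells took a share of 0.886 of the variance along PC1 over all 13285 genes, and 0.723 without ComBat.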

A two-dimensional PCA plot using the same genes and *k*-means cell group designations further shows that while the expression profiles of HCs robustly separate them from all other cochlear cell types, cells within the NSC.i cluster, in particular, have fewer expression differences that separate them from SCs (Fig. 7b). While heterogeneity within cell clusters suggests possible additional subdivisions in a tissue known to vary along spatial and differentiation gradients, the current sample size limited the confidence of such classifications, highlighting the priority of power over sequencing depth at single-cell resolution. However, unbiased clustering and conservative determination of each group based on known markers did lead to identification of novel differentially expressed genes with high confidence (Fig. 7c; Supplementary Fig. 6). We further validated three of these genes, *Rasd2*, *Anxa4* and *Pcp4*, as specifically expressed within HCs by immunolocalization (Fig. 7d–k). 

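Rasd2 (chromosome 8, 75213944 to 75224113 of GRCm38) was above 1 nTPM in 10 of 10 cochlear HCs, 5 of 63 NSCs and 2 of 18 SCs, with 9.86 ± 0.16 log2 CPM (SD, n = 2 captures) in HCs and a log2 fold change of 10.91 (standard error 0.50, edgeR adjusted p = 0.000415). Anxa4 (chromosome 6, 86736840 to 86793634) was found in 10 of 10, 20 of 63 and 6 of 18 cells, with 10.10 ± 0.48 log2 CPM in HCs and a log2 fold change of 5.60 (standard error 0.49, edgeR adjusted p = 0.00572). Pcp4 (chromosome 16, 96467606 to 96525793) was found in 10 of 10, 5 of 63 and 10 of 18 cells, with 9.93 ± 0.59 log2 CPM in HCs and a log2 fold change of 6.19 (standard error 0.51, edgeR adjusted p = 0.00521). Each was higher in HCs in 2 of 2 captures.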

The protein products of these genes localized to similar regions as they did in utricular HCs (Fig. 2k–n).

### Cochlear SCs segregate along the mediolateral axis

By comparison with HCs, the SCs within the organ of Corti represent a relatively diverse population of cells with at least five distinct phenotypes. 

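FACS-purified cochlear SCs came from captures 5, 7 and 9, each made from several cochleae dissociated with enzymes and sorted for GFP. Of the cells kept, 9, 14 and 29 came from the 3 captures. The authors deposited expected counts and TPM made in the same way as for the other cells. Expected counts per cell ran from 403492 to 1493499 (median 668843) in the 18 medial SCs, 248425 to 1466875 (median 859895) in the 21 Lat SC.i and 341390 to 1275216 (median 972293) in the 13 Lat SC.ii cells. All 52 were recorded as GFP-positive, and EGFP transcript was above 1 nTPM in all of them (median 16419 nTPM). Medial and lateral SCs were compared over 3 capture sums each, with the lateral clusters joined. Lat SC.ii was almost a single-capture group, with 12 of its 13 cells from capture 9, which also held 7 Lat SC.i cells, and the 2 clusters were not compared within it. In the PCA of 11299 genes, the captures took a share of 0.130 of the variance along PC1 and 0.402 along PC2.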

Using the GFP expression present within all cochlear SCs, except inner pillar cells (Fig. 1e–g), we enriched for cochlear SCs by FACS and analysed the transcriptional profiles of 53 captured GFP+ cells (Supplementary Fig. 3). 

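The removed GFP-positive cell, from capture 7, held 727737 expected counts. Pou4f3 was at 498 nTPM, Pvalb at 981, Otof at 200, Gfi1 at 166 and Atoh1 at 88.4, each above 1 nTPM in none of the other 52 cells. Bdnf at 598 nTPM was above 1 nTPM in 1 other cell, and Myo7a at 262 nTPM in 3. Lfng, the gene reported by GFP, was at 0 in this cell, while 35 of the other cells had it above 1 nTPM. Its GFP intensity was at the ceiling of 1000, against a median of 320 in the others. Its median Pearson correlation with the other cells was 0.468, against a median of 0.482 among them, and 18 of the 52 had a lower one.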

Initial correlation analysis identified and allowed removal of a presumably immature GFP+ HC, which would have contaminated the averaged expression profiles of traditional population-based analysis methods (Supplementary Fig. 4). 

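PC1 of all 11299 genes took 3.91% of the variance, and medial against lateral SCs a share of 0.142 of it. On the 48 genes of Supplementary Data 1 that share was 0.877, k-means selected 3 clusters by the gap statistic, and these were the medial SCs, Lat SC.i and Lat SC.ii that the authors had drawn by k-means on the full list (adjusted Rand index 1). With 48 genes selected from the PCA computed here, the gap statistic gave 2 clusters and the index at 3 clusters was 0.685. Over all 11299 genes, medial SCs were set apart on PC3, with 2.80% of the variance and a share of 0.446 between the 3 groups. They lay at 20.2 ± 14.1 (SD, n = 3 captures), Lat SC.i at -9.43 ± 3.41 (n = 3) and Lat SC.ii at -8.43 ± 2.61 (n = 2).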

Clustering analysis of the remaining 52 GFP-enriched cells identified two main groups of cells, which express distinct gene sets (Fig. 8a). 

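Medial SCs were compared with the 34 lateral SCs. Gjb6 was above 1 nTPM in 17 of 18 medial and 3 of 34 lateral cells, with 10.19 ± 0.67 and -1.22 ± 0.62 log2 CPM (SD, n = 3 captures), a log2 fold change of 12.37 (standard error 1.09, edgeR adjusted p = 0.000894). Fabp7 (chromosome 10, 57784923 to 57788450 of GRCm38) was found in 18 of 18 and 1 of 34 cells, a log2 fold change of 12.41 (standard error 1.66, edgeR adjusted p = 0.0161), which was not called without capture 5 or 9, nor with the capture as a replicate block. Gjb2 was found in 18 of 18 and 18 of 34 cells and Cdh2 in 15 of 18 and 8 of 34. Their log2 fold changes of 4.86 and 3.77 were higher in 3 of 3 captures but not called (edgeR adjusted p = 0.290 and 0.435). Gjb2 was called when capture 5 or capture 7 was left out.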

A cluster of 18 cells expresses genes that include those known to be expressed in medial SCs, including *Cdh2*, *Fabp7*, *Gjb2* and *Gjb6* (Fig. 8a, Med SC, teal boxes). The remaining 34 cells clustered into two groups, separated by variations in the levels of the same gene sets, which include genes known to be expressed in lateral SCs, such as *Cdh1*, *Prox1* and *Fgfr3* (Fig. 8a, LatSC.i–ii, turquoise boxes). In addition to previously reported genes that were differentially expressed across these two cell groups, novel markers, such as *Cdh4* (medial), *Mia1* (medial) and *Cntn1* (lateral), were identified and confirmed by antibody labelling or *in situ* hybridization (Fig. 8b–j; Supplementary Fig. 7).

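Fgfr3 was above 1 nTPM in 34 of 34 lateral and 5 of 18 medial SCs, with 10.53 ± 0.25 and 0.97 ± 2.53 log2 CPM (SD, n = 3 captures), and its log2 fold change of medial over lateral was -8.52 (standard error 1.12, edgeR adjusted p = 0.0156). Without capture 5 or 9 it was not called. Prox1 (chromosome 1, 190118035 to 190170827 of GRCm38) was found in 29 of 34 lateral cells and in 1 of 18 medial cells, a log2 fold change of -5.81 (standard error 1.68, edgeR adjusted p = 0.435), and Cdh1 in 30 of 34 and 12 of 18 cells, -3.55 (standard error 0.96, edgeR adjusted p = 0.435). All 3 were lower in medial SCs in 3 of 3 captures. Prox1 and Cdh1 were not called by edgeR.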

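Mia1 (chromosome 7, 27179741 to 27181149 of GRCm38) was above 1 nTPM in 18 of 18 medial and 9 of 34 lateral SCs, with 10.61 ± 0.68 and -0.29 ± 0.56 log2 CPM (SD, n = 3 captures), a log2 fold change of 11.36 (standard error 0.87, edgeR adjusted p = 0.000596). Sparcl1, shown beside it in Fig. 8b, was found in 17 of 18 and 3 of 34 cells, with 12.68 (standard error 1.15, edgeR adjusted p = 0.000894). Cdh4 was found in 8 of 18 medial cells and 1 of 34 lateral cells, with 5.55 (standard error 2.32, edgeR adjusted p = 0.435). For Cntn1 (chromosome 15, 92051152 to 92341967), found in 20 of 34 lateral cells and 1 of 18 medial cells, it was -9.40 (standard error 1.88, edgeR adjusted p = 0.235), and Cntn1 was called when capture 7 was left out. Each held its direction in 3 of 3 captures. Over 11108 genes, edgeR called 11 at an adjusted p under 0.05, 9 higher in medial and 2 higher in lateral SCs (1144 at an unadjusted p under 0.05). Of these, 7 were specific to medial and 2 to lateral SCs at a specificity above 0.6. DESeq2, which moved the count most among tests on captures, called 608, of which 157 were higher in medial and 451 in lateral SCs, and with cells as units and a spread for each group 1148 were higher in medial and 1787 in lateral SCs. Without capture 5, 7 genes were called, and without capture 7, 30. Ranked in the same way as the utricular genes, the largest changes were in Chst2, Gsn and Il33, above 1 nTPM in 14 of 18, 12 of 18 and 8 of 18 medial cells and in no lateral cell (edgeR adjusted p = 0.000894, 0.00470 and 0.00918), and in Tns1, found in 29 of 34 lateral cells and no medial cell (edgeR adjusted p = 0.0314). Il33 and Tns1 were not called with the capture as a replicate block or with limma, nor were Gsn without capture 5 or 9, Il33 without capture 5 and Tns1 without any 1 of the captures.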

### Organ-level differences between complementary cell types

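The comparison of organs used 202 cells, 111 utricular cells (27 TECs, 40 SC.ii and 44 HC.iii-iv) from captures 1 to 4 and 91 mechanically isolated cochlear cells (63 NSCs, 18 SCs and 10 HCs) from captures 6 and 8. No capture held cells of both organs, so the organ is confounded with the capture, the mice and the dissociation. Sums over all cells of an organ in each capture were compared with edgeR, 4 sums against 2, and sums over HCs likewise. The organs also differ in their share of cell types. With the HC, SC and TEC or NSC sums scaled to equal size, the number of genes called in the comparison of all cells was 123 in place of 192. For a difference between organs that is peculiar to HCs, the contrast of HCs with SCs in the cochlea was set against that in the utricle.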

Finally, to examine the diversity between vestibular and auditory HCs and SCs, we compared cells derived from the two organs. 

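With the same filter as before, 15282 genes entered the PCA of the 202 cells. PC1, PC2 and PC4 took 4.82%, 1.78% and 1.04% of the variance, and the 6 groups of cells took shares of 0.946, 0.780 and 0.665 along them. PC3, with 1.32%, had a share of 0.261 between groups and 0.401 between captures.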

PCA with 14,876 expressed genes shows meaningful separation of the cells along PC1, PC2 and PC4 (Fig. 9a,b). Along these axes, each cell type separates independently with little to no mixing of cells between organs (Fig. 9a,b). 

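On PC4, SCs lay apart from NSCs and TECs in both organs. The mean position was 6.53 ± 1.24 (SD, n = 2 captures) for cochlear SCs and -3.02 ± 0.757 for NSCs, and 15.1 ± 2.45 (n = 4) for utricular SC.ii and -17.4 ± 4.89 for TECs. The cells of the 2 organs overlapped on PC2, where single cochlear NSCs reached 4.72, SCs 4.45 and HCs 2.77, while single utricular HCs lay as low as -8.95.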

PC1 separates utricular and cochlear HCs from all other cell types, while PC2 captures organ-level differences, indicating that differences between HCs and all other inner ear cell types outweigh differences between organs. However, the separation of all cochlear and utricular cells, even TECs and NSCs, along PC2 suggests that the vestibular and auditory distinction extends beyond the specialized sensory cells. Moreover, the organ-specific separation between HCs and SCs might indicate that despite similar morphological and physiological profiles, auditory and vestibular sensory cells are transcriptionally unique by P1. 

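HCs of both organs against all other cells took a share of 0.898 of the variance along PC1, with utricular HC.iii-iv at 45.8 ± 5.54 (SD, n = 4 captures) and cochlear HCs at 19.5 ± 7.71 (n = 2). The organ took 0.653 of the variance along PC2 and the captures, which are nested in the organs, 0.764. Without scaling of TPM across samples the share of the organ was 0.592.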

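On PC2 the utricular groups lay at 20.9 ± 2.69 for TECs, 15.3 ± 1.74 for SC.ii and 3.73 ± 4.22 for HC.iii-iv (SD, n = 4 captures), and the cochlear groups at -14.8 ± 8.93 for NSCs, -13.0 ± 11.2 for SCs and -21.0 ± 13.5 for HCs (SD, n = 2 captures). In the comparison of all cells, edgeR called 192 of 15798 genes at an adjusted p under 0.05, 110 higher in the utricle and 82 higher in the cochlea (2291 at an unadjusted p under 0.05). DESeq2 called 1467, with 1030 higher in the utricle and 437 in the cochlea. With limma on capture means more were higher in the cochlea, 315 against 123, while cells as units gave 1731 higher in the utricle and 1487 in the cochlea. Leaving out capture 6 lowered the count to 37. Leading in the utricle were Pcdh20, Dnahc5 and Meis2, above 1 nTPM in 64 of 111, 46 of 111 and 96 of 111 utricular cells and in none of 91 cochlear cells (edgeR adjusted p = 0.00958, 0.00637 and 0.00109). Leading in the cochlea were Epyc (chromosome 10, 97644068 to 97681908 of GRCm38), Crabp1 and Spink5, in 80 of 91, 56 of 91 and 38 of 91 cochlear cells and in none of 111 utricular cells (edgeR adjusted p = 0.00109, 0.00726 and 0.00109). Pcdh20 was not called without capture 6, Crabp1 was not without capture 6 or 8, and Pcdh20 and Dnahc5 were not with limma.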

Alternatively, this separation could be driven by differences in developmental status, with cells from one organ being more mature than the other. However, this seems less likely given that utricular cells are heterochronic in relation to the cochlea, which should result in some utricular cells separating with cochlear cells along PC2 if maturity underlies the majority of the variance.

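The paper weighs 2 readings of the separation along PC2. If the maturity of the cells drove it, the paper reasons, some utricular cells, which are of mixed ages, should lie with the cochlear cells. Taking them not to, it holds the reading that vestibular and auditory cells differ in their transcripts by postnatal day 1 to be the more likely. On PC2 as computed here, single utricular HCs lay as low as -8.95 and single cochlear NSCs as high as 4.72, so that premise did not hold for every cell. The contrast of HCs with SCs, given next, cannot separate maturity from the organ. In the values here, the contrast of HCs with SCs differed between the organs for 14 of 14177 genes in the edgeR test of the interaction (1334 at an unadjusted p under 0.05), 11 of them with a higher ratio of HCs to SCs in the cochlea and 3 with a lower one. This split was nearer to even with DESeq2 (383 and 257) and with limma on capture means (100 and 86). With the capture as a block 0 genes were called, and without capture 6 also 0. Sparcl1 had an interaction of 6.64 (standard error 1.00, edgeR adjusted p = 0.0324) and Eno1 of -2.88 (standard error 0.47, edgeR adjusted p = 0.0404) on the log2 scale. Neither was called without capture 1, 6 or 8.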

To begin to identify the specific factors that might drive this distinction, cells were pooled based on organ of origin and compared to determine the unique genes that define vestibular and auditory identity (Fig. 9c). By identifying genes that were expressed in all cells from one organ but no cells from the other, we found 137 genes specifically expressed within the utricle and 53 genes specifically expressed within the cochlea (Fig. 9c; Supplementary Data 2). In addition, 71 genes that failed to reach significance and were detected in all cells from both cochlea and utricle are likely to be shared between the two organs (Fig. 9c; Supplementary Data 2). 

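By the literal rule, above 1 nTPM in every cell of one organ and in no cell of the other, 0 genes were found for the 111 utricular cells and 0 for the 91 cochlear cells. With detection in at least 50% of the cells of one organ and none of the other there were 2 for the utricle and 3 for the cochlea. By the number of cells in the legend of Fig. 9c, more than 10 of one organ and none of the other, a rule added after the data were seen and without the FDR that the legend also asks for, there were 100 for the utricle and 33 for the cochlea, of which edgeR called 25 and 13. By the test and a specificity above 0.6, 37 genes were specific to the utricle and 33 to the cochlea.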

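Above 1 nTPM in every one of the 202 cells there were 216 genes, of which 215 were not called between organs by edgeR. With a limit of detection of 5 nTPM in place of 1, 149 genes were found in every cell and not called, and with all cells thinned to the same number of expected counts, 170. Detection in at least 50% of the cells of both organs held for 3647 genes, 3598 of them not called.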

As a final demonstration of the utility of comparing single cells from different organs, transcriptional profiles between utricular and cochlear HCs were examined to identify factors that were unique to each cell type (Fig. 9d; Supplementary Data 2). Results indicated expression of unique candidates in each set of cells, suggesting factors that could play a role in specification of HC organ types.

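Over 13081 genes, edgeR called 56 between the 44 utricular HC.iii-iv cells and the 10 cochlear HCs at an adjusted p under 0.05, 31 higher in the utricle and 25 in the cochlea (1848 at an unadjusted p under 0.05). With DESeq2, 941 were higher in the utricle and 388 in the cochlea, but with limma on capture means these were 90 and 150 and with cells as units 266 and 706. At a specificity above 0.6, 22 were specific to utricular and 19 to cochlear HCs. Without capture 8, 116 genes were called, and without capture 3, 17, of which 8 were higher in the utricle and 9 in the cochlea. Of the 20 genes of Fig. 9d, all were found in a larger share of the HCs of the organ that the figure gives. By edgeR, 5 were called, Edaradd (chromosome 13, 12471209 to 12520535 of GRCm38), found in 41 of 44 utricular HCs (adjusted p = 0.00222), Dnahc5 in 41 of 44 (adjusted p = 0.00233), Dnahc9 in 38 of 44 (adjusted p = 0.0271) and Zbbx in 32 of 44 (adjusted p = 0.0418), each in none of 10 cochlear HCs, and Dusp27, found in 7 of 10 cochlear and none of 44 utricular HCs (adjusted p = 0.0329). Edaradd and Dnahc5 stayed past the threshold with any 1 utricular capture left out. Dnahc9 did so only without capture 1, and Zbbx and Dusp27 in no such case. Leaving out capture 6 or 8 leaves 1 cochlear sum, so the spread then comes from the utricular sums alone. The upper limit that 0 of 10 cells allows is 30.8% of cells. Outside the figure, the leading genes were Pcdh20, in 39 of 44 utricular HCs and no cochlear one, and Epyc, Lum and Smoc2, in 8 of 10, 9 of 10 and 9 of 10 cochlear HCs and no utricular one, with edgeR adjusted p of 0.00503, 0.00233, 0.00398 and 0.0417. Smoc2 was not called without any 1 of the utricular captures. Epyc was also found in most cochlear cells that are not HCs.

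**Figure D3:**
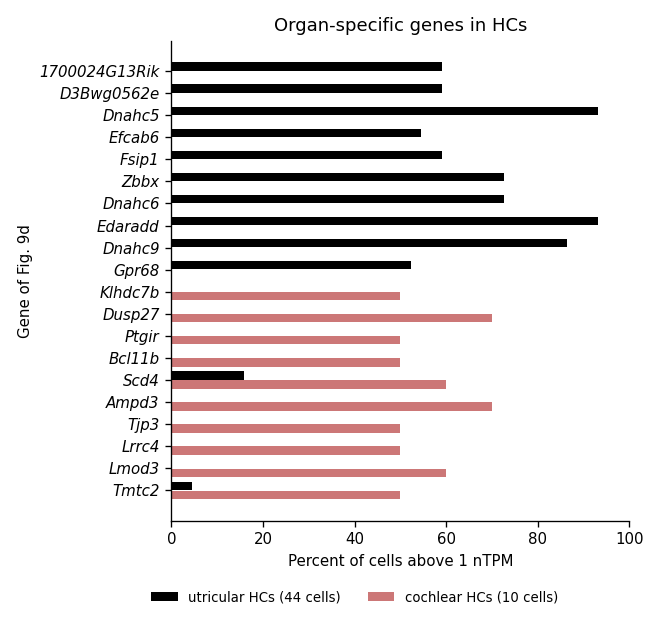
Percent of HCs above 1 nTPM (bars) in the 44 utricular HC.iii-iv cells and the 10 cochlear HCs, for the 20 genes of Fig. 9d. The first 10 genes were found in utricular HCs alone, and of the other 10, Scd4 was found in 7 of 44 and Tmtc2 in 2 of 44 utricular HCs.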

## Discussion

The sensory epithelia of the inner ear are complex structures composed of limited numbers of multiple types of highly specialized HCs and SCs. The specification of these individual cell types requires unique transcriptional programs that must be successfully executed both during initial development and in any naturally occurring or induced regenerative process. However, most identified cell-type-specific genes show uniform expression within the most encompassing classes, such as *Gfi1* expression in all HC types. Since previous work has used one or more of these encompassing genes as the basis for isolation and pooling of similar cell types, it has been difficult to identify HC and SC subtypes. Here we have utilized single-cell RNA-Seq technology to generate transcriptional profiles for individual HCs and SCs from both the utricle and cochlea and at different stages of differentiation. The results identify subtypes of both HCs and SCs and provide lists of known and novel genes that are unique or significantly enhanced in each cell population. Subsequent functional assays will be required to determine which of these candidates might act as instructive factors for the specification of unique subtypes.

As a result of a high degree of heterochrony at P1, the analysis of transcriptional profiles for cell types from the utricle revealed cells actively transitioning between fates. The ability to model these transitions along a pseudo-time trajectory allows for the construction of the transcriptional network required to generate unique inner ear cellular phenotypes. Moreover, the observation of differentiating HCs at the edges of the sensory epithelium suggests that the concept of a strict prosensory population within the otocyst that becomes uniquely specified to develop as HCs and SCs needs to be reconsidered, as this hypothesis does not predict the existence of a transitional region where cells may decide between a sensory and non-sensory fate. Whether true NSCs located outside the transitional region are able to give rise to HCs will require further testing through lineage-tracing experiments, but is supported by various genetic manipulations that generate HCs within otherwise non-sensory domains^31^,^54^.

In summary, we have shown that single-cell RNA-Seq is a feasible approach for generating transcriptomic profiles for cells from some of the smallest, most-specialized vertebrate organs. The future application of single-cell profiling to the inner ear or other systems with limited numbers of diverse cell types should make it possible to generate comprehensive transcriptional networks that describe each step in the development of specialized phenotypes. The identification of these networks will be essential for our understanding of development processes and the creation of regenerative therapies.

## Methods

### Animals

CD-1 mice were obtained from Charles River; the Tg(*Lfng-EGFP*)HM340Gsat BAC transgenic mouse line (*Lfng*^*EGFP*^) was generated by the GENSAT project^25^ and was obtained from A. Doetzlhofer; B6;129S6-*Gt(ROSA)26Sor*^*tm9(CAG-tdTomato)Hze*/^ J mice (*R26R*^*CAG-tdTomato*^) were generated by H. Zeng^27^ and were obtained from Jackson Laboratories; and *Gfi1*^*Cre/+*^ mice (*Gfi1*^*Cre*^) were generated and generously provided by L. Gan^26^. These three lines were crossed to generate mixed-background *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice that express GFP in all inner ear sensory patches and tdTomato in HCs^26^,^55^. P1 mice of either sex were used for all experiments. *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice were used for single-cell RNA-Seq experiments and immunolabelling where indicated, both *Lfng*^*EGFP*^ and P1 *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice were used for single-cell qPCR experiments and CD-1 mice were used for immunolabelling. All experiments were conducted in accordance with the NIH animal use protocol, 1262-12. Genotyping primer sequences are provided in Supplementary Table 2.

### Quantification of fluorescent protein expression

High-resolution ( × 40/1.4 numerical aperture objective) confocal images were obtained of fixed utricles and cochleae from *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice on a Zeiss LSM 710. For utricles, the native GFP and tdTomato intensity was measured at the apical surface of every HC and an equal number of SCs (*n*=3 utricles). For cochleae, apical surface intensity measurements were made for native GFP, tdTomato, as well as the fluorophore marking Myo7a immunolabelling in 400 HCs and 25 SCs in regions 20, 50 and 80% from the base of the cochlea (*n*=3 cochleae). The intensity distributions and percentage of fluorescent cells is described in Supplementary Figs 1 and 2.

### Cell isolation and FACS purification of cochlear SCs

For each utricular cell capture, four to five *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice from one to three litters were killed at P1. The vestibular labyrinth was removed from each ear (*n*=8–10 utricles per IFC capture), and utricles were isolated in ice-cold DMEM/F-12 (Life Technologies). The roof and non-sensory epithelium were trimmed away with forceps, and otoconia were removed with a hair. A small strip of transitional epithelium at the border between sensory and non-sensory epithelium was included to be sure that all cells within the sensory epithelium were isolated. The presence of GFP and tdTomato signal was verified with a fluorescence stereomicroscope, and utricles were transferred to a solution of DMEM/F-12 containing 0.2 mg ml^−1^ thermolysin (Sigma) and 10 kunitz ml^−1^ DNase I (Stem Cell Technologies) for 10 min at 37 °C. The organs were then returned to ice-cold DMEM/F-12 where the epithelium was separated from the underlying mesenchyme. The delaminated epithelia were collected in a curette and transferred to 0.5 ml of Accutase (Innovative Cell Technologies) in a 1.5-ml tube on a heat block at 37 °C. After 10 min, the epithelia were gently triturated with a 200-μl pipette, returned to the heat block for 5 min and then gently triturated with a blunted 26-G needle. A total of 0.5 ml of ice-cold DMEM/F-12 was added to the Accutase, and the dissociated cells were pelleted at 300*g* in a swinging bucket centrifuge for 5 min at 4 °C. The supernatant was aspirated until only 15–20 μl remained, and the cells were resuspended and placed on ice until capture. To assess cell viability after the isolation procedure, cells from wild-type mice were isolated, labelled with a LIVE/DEAD assay (Life Technologies, Supplementary Fig. 4a) and cultured successfully for 48 h.

For each cochlear cell capture, a single *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mouse was killed at P1 and the inner ears were removed and placed in ice-cold DMEM/F-12. Following removal of the cochlear capsule, tissue was placed in DMEM/F-12 with 0.2 mg ml^−1^ thermolysin and 10 kunitz ml^−1^ DNase I and incubated at 37 °C for 10 min (*n*=1–2 cochleae per IFC capture). Surrounding tissue and underlying mesenchyme was removed from the cochlear epithelium, and then most non-sensory epithelial tissue surrounding the organ of Corti was mechanically removed with forceps and a sapphire knife (WPI). Sensory-enriched epithelia were transferred to a 1.5-ml tube with 0.25% trypsin-EDTA (Life Technologies) and incubated at 37 °C for 15 min, with trituration (50 times with a 200-μl pipette set to 150 μl) at 5-min intervals. Dissociated cells were passed through a 40-μm strainer (BD) before being pelleted at 300*g* and resuspended in 10–15 μl in 10% fetal bovine serum (FBS) (Life Technologies) in DMEM/F12.

Cochleae from *Lfng*^*EGFP*^ mice were used for FACS purification of GFP+ SCs before capture. Briefly, cochleae were dissected and collected in a 1.5-ml tube (*n*=6–8 cochleae per IFC capture). They were then incubated in 0.05% crude trypsin (Worthington) in CMF-PBS (Life Technologies) at 37° for 8 min. Excess trypsin solution was removed and four volumes of 5% FBS in DMEM/F12 was added to stop the digestion. The tissue was then triturated for 2 min and passed through a 40-μm strainer to eliminate residual aggregates. The resulting single-cell suspension was stained with propidium iodide (Life Technologies) to allow for exclusion of dead cells and debris from the samples. Single cells were sorted on a FACSAria flow cytometer (BD Biosciences) with a compensated FITC setting and 488 nm excitation, using a 100-μm nozzle. In neonatal tissue, GFP+ SCs are the brightest population and typically comprised 8–10% of viable cells. A highly stringent gating procedure was applied to collect only the brightest cells. Cells were collected in 20% FBS in DMEM/F12 and stored on ice. After sorting, cells were spun at 200*g* for 10 min and then resuspended in 20% FBS. Schematics of isolation methods are provided in Supplementary Fig. 3.

### Microfluidic capture of single cells and generation of cDNA

Cell capture, lysis, SMARTer-based RT and PCR amplification of cDNA was performed as outlined in the Fluidigm protocol (PN 100–5950 B1) and elsewhere^22^,^23^,^56^. Briefly, after obtaining a single-cell suspension, 10 μl of cells at a final concentration of 2.5 × 10^5^–7 × 10^5^ cells per ml were loaded onto a medium-sized (10–17 μm) IFC. Cell concentration was estimated at a 1:10 dilution using an automated cell counter (Luna). The IFC was placed in the C1 system, where cells were automatically washed and captured. After capture, the chip was removed from the C1, and a 30-μm stack of widefield fluorescence and brightfield images was recorded at each capture site using a × 10/0.4 numerical aperture objective on an inverted Zeiss Axio Observer.Z1 microscope equipped with a motorized stage (see example images in Supplementary Fig. 4d). Little to no crossover of GFP and tdTomato fluorescence was detected on a colocalization plot (Supplementary Fig. 4c). A custom script was written within the Zeiss Zen Blue software to automate this process. Average imaging time for all 96 capture sites was 35 min. A summary of each C1 capture can be found in Supplementary Table 1. After the imaging period, the IFC was returned to the C1 where lysis, RT and PCR were performed automatically within individual reaction chambers for each cell. For RNA-Seq, mixes were prepared from the SMARTer Ultra Low RNA kit (Clontech) according to the volumes indicated in the Fluidigm protocol. For qPCR, mixes were prepared from the Single Cell-to-Ct qRT-PCR kit (Ambion). The thermal cycler within the C1 performs 21 or 18 rounds of PCR amplification to obtain enough material for RNA-Seq or qPCR, respectively. cDNA was manually collected from the output channel of each capture site and stored in a 96-well plate at −20 °C until library preparation. The average time from dissection to cell lysis was ∼3 h for utricle cells, ∼3.5 h for cochlear epithelium cells and ∼5 h for FACS-purified cochlear SCs.

### ERCC RNA standard spike-ins

To test the sensitivity and reproducibility of single-cell RNA-Seq, we added External RNA Controls Consortium (ERCC) RNA spike-in control mix 1 (Ambion) to the cell lysis solution. This mix consists of 92 synthetic polyadenylated messenger RNAs generated from plasmids developed and validated by the ERCC. We tested final spike concentrations of 1:40,000, and 1:20,000 over the course of the 9 C1 captures (Supplementary Table 1). Spikes at a concentration of 1:40,000 were only detectable in one of four captures, and were considered unreliable. Spikes at a concentration of 1:20,000 were detectable in all five captures (see Supplementary Fig. 4e for examples from each capture type). At this concentration, the measured level of spikes was consistent in four of the five captures; however, the spikes from one capture appeared to show degradation, which was likely due to spikes being diluted too early before capture.

### Preparation of pooled cell populations for RNA-Seq

While single cells were capturing on the C1 system, the leftover single-cell suspension was washed twice with Fluidigm Cell Wash Buffer, diluted to a final concentration of 1–2 × 10^5^ cells per ml and then stored on ice. Immediately after lysis was initiated on the IFC, 1 μl of this suspension (that is, 100–200 cells) was taken for preparing a pooled cell tube control with the same lysis, RT and PCR mixes and thermal cycler conditions that were used for single cells (see Supplementary Fig. 4f for isolations in which tube controls were collected). We also obtained a larger pooled population of FACS-purified cochlear SCs (∼2,000 cells) on a separate day. These cells were lysed and RNA was extracted using the Quick-RNA MicroPrep Kit (Zymo Research). Library construction was performed identically as described for single cells below, with the exception that only four barcoded tube control samples were pooled together for sequencing on one lane.

### RNA-Seq library construction

Single cells were selected from the z-stack images of each capture site using stringent guidelines, eliminating any sites with suspected multi-cell or empty captures (Supplementary Fig. 4d). Images for each single cell used in this study are available upon request. Capture sites were excluded if there was any doubt about a single-cell capture. The threshold for positive detection of GFP and tdTomato fluorescence was set just above background to include cells with low levels of fluorescence that may have recently acquired *Lfng* or *Gfi1* promoter activity. Using a low threshold was consistent with the observation that fluorescence intensity was log-normally distributed within the cells (Supplementary Figs 1 and 2). For comparison purposes, some multi-cell and empty capture sites were selected for library preparation and sequencing. These were not included in our analyses of single cells presented here.

The concentration of cDNA obtained from each capture site was measured in duplicate using a PicoGreen assay (Life Technologies) and a Beckman Coulter DTX 880 fluorescence plate reader. cDNA was diluted to a final concentration of 0.1–0.3 ng μl^−1^, then tagmented and tagged with adapter sequences using the Nextera XT DNA Sample Preparation Kit (Illumina), as described in the Fluidigm protocol. The adapter sequences were then used as primer recognition sites for a limited-cycle PCR reaction (12 cycles) in which sequencing primer and unique barcode sequences were added using the Nextera XT DNA Sample Preparation Index Kit (Illumina). Finally, barcoded libraries from 48 cells were pooled and cleaned using AmPure XP beads (Agencourt). Single-cell libraries originating from multiple C1 captures were pooled together to avoid compounding any potential C1 capture bias with sequencing lane bias (Supplementary Table 1).

### Sequencing of libraries and estimation of gene expression

Each collection of 48 pooled single-cell libraries was sequenced on a single-flow cell lane of an Illumina HiSeq 1000 to an average depth of 3.4 M reads using 90 × 90 paired-end reads. The four 100–200-cell tube control libraries from each organ were pooled and sequenced on separate lanes to an average depth of 65 M reads. Reads were de-multiplexed and then aligned to a Bowtie index based on the NCBI-annotated mouse transcriptome (extracted from the 26,583 genes in GRCm38 genome with the corresponding GTF) using Bowtie 2v2.2.3. The sequences and identifiers for enhanced GFP (EGFP) and tdTomato were appended to the genome FASTA and the GTF before creating the index used for alignment. For each cell (library), relative transcript abundances were estimated from the aligned reads using RSEM v1.2.19 (default parameters)^57^,^58^. RSEM estimates transcript abundance in units of transcript per million (TPM). The abundances reported here are at the gene level, which RSEM calculates by summing the estimated transcript abundances for each gene. Since abundance estimates are relative, the 92 ERCC RNA standards were aligned and quantified in a separate Bowtie/RSEM run to avoid suppressing the levels of endogenous transcripts with the exogenous spike-ins (Bowtie index created by appending the sequences for EGFP, tdTomato and ERCC's to GRCm38). Alignment and abundance estimation were carried out on the NIH/Helix Biowulf cluster.

SMARTer chemistry has previously been shown to yield moderate levels of intronic mapping and 3′-bias^29^,^59^,^60^. To examine these metrics, reads were aligned to GRCm38 using HISAT (0.1.5)^61^, and mapping rates and transcript coverage were calculated with RNA-SeQC^62^ and RSeQC^63^, respectively. The percentage of reads mapping to transcriptome (for Bowtie/RSEM), exons, and introns and 3′-bias were all consistent with the referenced publications (Supplementary Fig. 8a–c).

### Cross-sample normalization

Since comparisons of relative abundances can be misleading^64^, we normalized the relative transcript abundance estimates across cells. For this, we employed a commonly used approach available within the DESeq analysis package^65^, which scales each sample by the median of the geometric means across all samples. First, the TPM values for each gene are divided by their geometric mean across the samples. Then the within-sample median of these ratios is used as the normalization factor for each sample (genes with a geometric mean of zero are not included in the median calculation). Cross-sample normalization was performed separately for each analysis shown so that only the cells being compared were normalized with respect to each other. Since the cross-sample-normalized TPMs are not true TPM units, we refer to them as nTPMs to designate normalized relative abundance.

### Limit of detection and data transformation

Analysis of ERCC spike-ins showed that some of the low-concentration transcripts were not detectable in any of the capture sites (Supplementary Fig. 4e, ERCC molecules with 0 mean nTPM). For each isolation with detectable levels of ERCC transcripts, all transcripts became detectable (that is, mean nTPM≠0) at a mean nTPM of ∼1. Therefore, we set 1 nTPM as our limit of detection (LOD), which is comparable to the LOD used in other published reports^22^,^23^,^56^. For all analyses, nTPMs <1 were set to zero, and TPMs >1 were transformed to log_2_(nTPM) space. For the comparisons of average single-cell gene expression to 100–200 cell pooled populations (Fig. 1i; Supplementary Fig. 4f), single-cell expression values were converted to log_2_(nTPM) after averaging.

### Outlier identification

Any cells that appeared unhealthy in the recorded capture site images were excluded from library preparation. Saturation of unique genes detected was used to exclude cells that did not have sufficient sequencing depth. Briefly, the number of unique genes expressed per cell versus aligned reads contributing to counts was determined by down-sampling paired-end reads from representative cells using seqtk as previously described (Supplementary Fig. 8d)^23^. The depth on the saturation curve where 90% of unique genes were detected was used as the cutoff (∼2.5 × 10^5^ total aligned reads per cell). To further identify potentially unhealthy cells with abnormally low expression levels, we passed the cells through the outlier identification function provided in SINGuLAR Analysis Toolset 3.0, Fluidigm's R package for single-cell expression analysis. Outlier identification in SINGuLAR proceeds by trimming low-expressing genes until 95% of the genes that remain are above 1 nTPM in half of the cells. A distribution of combined gene expression is created from these cells, and outliers are considered as cells whose median expression across the identified gene list is below the 15th percentile of the distribution. 

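The labels mark as left out 2 utricular, 1 cochlear and 8 FACS-purified cells, besides the removed GFP-positive HC. The utricular cells held 647686 and 198722 expected counts, the latter left out for its depth, and the cochlear cell 348869. Of the FACS-purified cells, 3 were left out for their depth, with 118675, 148255 and 5803 expected counts, and 5 by SINGuLAR, with 339427 to 755839.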

Using these routines, two utricle cells, one cochlear epithelium cell and nine FACS-purified cochlear SCs were excluded from the analysis (Supplementary Table 1; Supplementary Fig. 8e). Outliers were removed before all analyses described below.

### Correction for batch effects within cochlear cells

PCA analysis showed that utricular cells and FACS-purified cochlear SCs segregated along the first 2–4 PCs almost exclusively by identifiable cell types. However, cochlear cells that were mechanically purified showed separation along PC1 that was heavily influenced by sex-linked genes. Since we only used one pup for each of the two mechanical isolations of cochlear cells (Supplementary Table 1), it appears likely that one pup was male and the other female (sex could not be determined at this age), and these differences were large enough to influence cell-to-cell variation. 

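Sex-linked transcripts were read as Xist on the X chromosome and the sum of Y-linked genes. In cochlear capture 6, no cell of 49 had Xist above 1 nTPM (highest 0.567 nTPM) and 46 had Y-linked transcripts above 5 nTPM. In capture 8, all 42 cells had Xist (median 65.6 nTPM) and none had Y-linked transcripts. On the PCA without ComBat, Xist ranked 628th of 13285 genes by its loading on PC1 and 4th on PC2, with a correlation of -0.614 with PC2 over cells, and Ddx3y 19th on PC2, with 0.510.

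**Figure D4:**
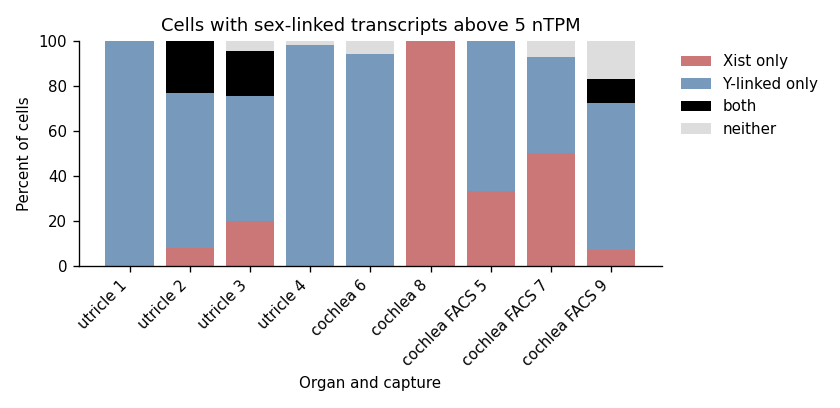
Percent of cells in each capture (stacked bars) with Xist only, Y-linked transcripts only, both or neither above 5 nTPM. Captures 1, 4 and 6 hold cells with Y-linked transcripts only, capture 8 cells with Xist only, and captures 2, 3, 5, 7 and 9 cells of both kinds. In captures 2 and 3, 23.1% and 20.0% of cells had both.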

Since we did not see this effect within the utricular- and cochlear-FACS cells that originated from 4–6 mice per isolation, we suspect that mouse-to-mouse variation suppresses sex differences that would otherwise be seen if only one animal were used per isolation. 

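In the utricle, no cell of captures 1 (37 cells) and 4 (50 cells) had Xist above 1 nTPM (highest 0.694 and 0.190 nTPM), and Y-linked transcripts were above 5 nTPM in 37 and 49 of them, although the cells came from several mice. Captures 2 and 3 held both kinds. In capture 2, 2 of 26 cells had Xist alone, 18 Y-linked transcripts alone and 6 both above 5 nTPM (23.1%, 95% confidence interval 8.97 to 43.6%). In capture 3, 9 of 45 cells had Xist alone, 25 Y-linked transcripts alone and 9 both (20.0%, 9.58 to 34.6%). Among the FACS-purified cells, capture 5 had 3 cells with Xist alone and 6 with Y-linked transcripts alone, capture 7 had 7 and 6, and 3 of the 29 cells of capture 9 had both. The sex of the mice was not recorded in the labels.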

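Before ComBat, captures 6 and 8 took a share of 0.135 of the variance along PC1 and 0.428 along PC2 of the 91 cochlear cells, and the Spearman correlation of the expected counts per cell with PC2 was -0.652. After it, no share between captures along the first 4 components exceeded 0.00867, which follows from the adjustment, and the correlation with PC2 was 0.198. ComBat was used here for the PCA and clustering alone, and the tests used the counts without it.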

To correct for these differences within the cochlear cells that were mechanically isolated, we removed isolation batch effects using ComBat within the sva package in R before selecting genes as outlined below^66^.

### Selection of genes for clustering analysis

Custom R scripts were written for clustering analysis of single-cell data. Identification of the top genes with PCA was performed using described methods^22^. Briefly, genes with nTPM>1 in only two or fewer cells or with a cell-to-cell coefficient of variation <0.5 were removed, then PCA was performed on the remaining gene list using the FactoMineR package in R. The number of expressed genes detected for the clustering analyses described throughout the text ranged from 10,268 to 14,295. See Supplementary Data 2 for the number of genes detected for each particular analysis. Genes that were most highly correlated (positively and negatively) with the first 2–4 PCs were then selected for subsequent clustering analyses. The number of genes selected in this manner was determined empirically by performing PCA and clustering with increasing numbers of selected genes and identifying the minimum number of genes that best captured the heterogeneity among the cells (number of genes chosen for each analysis indicated in the figure legends). The correlations between selected genes and PCs were all deemed significant with a one-way analysis of variance (*P*<0.05) performed with the dimdesc function in FactoMineR.

### Clustering of single cells

*K*-means clustering has been shown to be an effective approach for clustering cells and genes for single-cell RNA-Seq data^67^. Cells and genes were clustered with *k*-means clustering using the cluster package in R. To determine the optimal number of clusters, we calculated gap statistics^68^ for 1–15 clusters and selected the minimum cluster number at which the ‘gap' was no more than one s.e. away from the first local maximum. Hundred Monte Carlo samples were drawn from the reference distribution for calculating the gap statistic. *K*-means clustering was then performed with the identified cluster number. Clustered cells and genes were functionally ordered and plotted on heatmaps using the NMF package in R.

### Differential expression analysis and ordering of cells

Differential expression testing between selected sample groups was performed within Monocle^32^, which fits a generalized additive model (GAM) to the genes using gene expression as the response variable and the designated sample group as the predictor. Monocle then tests for differential expression between the fit and a reduced model (no sample groups) using an approximate likelihood ratio test. A uninormal GAM family was used for the log-transformed nTPM values. Since some genes showed zero expression within a group, a small amount of random noise was added to the data set to prevent a s.d. of zero in the GAM estimation procedure. Genes with nTPM>1 in only two or fewer cells within each group were removed before running differential expression analysis. The number of expressed genes detected for the differential expression tests described throughout the text ranged from 7,058 to 15,102. See Supplementary Data 2 for the number of genes detected for each particular analysis. Genes with an FDR<0.05 after the Benjamini–Hochberg correction of the likelihood ratio test *P* values were considered significant. Sample groups were selected based on clustering results as indicated in the text. For tests of differential expression between *Tectb*+ and *Tectb*− cells, we compared cells with log_2_(nTPM)>10 with those with log_2_(nTPM)=0 (*n*=14 cells).

Due to high levels of technical noise in single-cell RNA-Seq data, only a portion of differentially expressed genes can be identified as biologically variable^28^. Biological variability can be distinguished from technical noise using ERCC spike-ins; however, we did not have uniform or detectable levels of spike-ins in all of our cells. Therefore, we report only a refined list of differentially expressed genes in the Results, which is limited to those genes that showed the highest enrichment within each group using two criteria. First, we eliminated genes that were not detected (above LOD) in ≥50% of cells in the relevant group. Second, we determined the degree to which a gene was exclusively expressed within a particular group of cells by calculating group specificity scores^69^ with a modification of the cummeRbund package available from Bioconductor. For this, we calculated the geometric means of the genes within each group, excluding cells with nTPM=0 from the calculation, and the resultant geometric means were converted to log_2_(nTPM). CummeRbund uses these values to create a probability vector of each gene's expression across the sample groups, and then calculates specificity as the Jensen–Shannon distance between the calculated probability vector and the ideal probability vector in which a gene is only expressed in one group. Specificity scores range from 0 to 1, with 0 being least specific and 1 being perfectly specific. Within the list of genes that show significant differential expression (FDR<0.05, Supplementary Data 2), gene specificity scores that are greater in one group compared with the other indicate that a gene is expressed at higher levels in the group with the higher score. We used arbitrary specificity score thresholds of 0.5 and 0.6 (for comparisons between two groups and three groups, respectively) to filter the lists of differentially expressed genes. Violin plots showing the distribution of gene expression within each group were generated with the ggplot2 package in R.

Ordering of utricular cells along a differentiation trajectory (pseudo-time) was performed in Monocle. A natural spline with three effective degrees of freedom was used to model gene expression as a smooth, nonlinear function over pseudo-time (blue curve fits in Fig. 4), and genes whose expression showed significant variation over pseudo-time were identified with an approximate likelihood ratio test comparing this model against the reduced model of no pseudo-time dependence. Genes were selected at an FDR <0.05 and clustered by similarities in kinetic trends using Monocle. The number of clusters (*k*=4, Fig. 5c) was selected empirically based on the maximum cluster number that produced average trends that appeared dissimilar.

### Inter-organ comparisons

For the inter-organ comparisons described in Fig. 9, we used the following cell clusters: for utricle, TEC, SC.ii and HC.iii–iv; for cochlea NSC.i–ii, SC and HC. We excluded the transitional utricle cell clusters (SC.i and HC.i–ii) since they represented combinations of cell types that were already present in the analysis. We excluded FACS-purified SCs, so that we only compared cells that were isolated using similar methods. Thus, a total of 202 utricular and cochlear cells were used for the analyses. Cells were cross-sample normalized, and expressed genes were identified as described above. Three-dimensional PCA plots were generated with the rgl package in R. Differential expression analysis and subsequent calculation of specificity scores were performed as described above.

### Validation of qPCR primer set assays

A total of 96 DELTAgene qPCR gene expression assays, consisting of forward and reverse qPCR primers, were purchased from Fluidigm. Thirty of the 96 assays were used for single-cell qPCR analysis in this study. qPCR primer sequences are provided in Supplementary Table 3. The remainder either did not pass our validation criteria or were used for other experiments. DELTAgene assays were validated against mouse universal cDNA. Briefly, 20 ng of universal cDNA was subjected to 18 cycles of preamplification (identical to the C1 workflow) using a pooled mix of all 96 DELTAgene assays and TaqMan PreAmp Master Mix (Cells-to-C_T_ kit, Life Technologies) as outlined in the Fluidigm protocol (PN 68000088 Rev G1). Residual primers were removed from the reaction product with 40 units of Exonuclease I (New England BioLabs Inc.). To determine primer efficiencies for all 96 primer sets, we made 8 threefold dilutions of the preamplification product and tested them in triplicate on a 96.96 Dynamic Array IFC using a Fluidigm BioMark HD microfluidics-based qPCR system. Primer efficiency was calculated with the formula: 
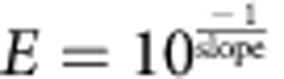
, where slope represents the slope of a linear regression fit to the average standard curve^70^. Primer sets with efficiencies ±0.2 from the ideal efficiency of 2 or for which we detected multiple peaks on a melt curve were excluded from further analysis (Fig. 3). Sixteen of the 96 assays failed to pass these criteria.

### Single-cell qPCR

Gene expression levels for the 30 selected DELTAgene assays within single-cell cDNA was measured with qPCR on a 96.96 Dynamic Array IFC using the Fluidigm BioMark HD system. cDNA from single cells was selected for qPCR in the same way as it was selected for RNA-Seq. A total of 118 single cells from three C1 captures were profiled using three Dynamic Array IFCs. Gene expression between different C1 captures or qPCR BioMark runs was well correlated, indicating that there was little technical variation between runs (Fig. 3). We used a conservative Ct of 24 as LOD based on published guidelines^70^. Gene expression was defined on a log_2_ scale as: log_2_ expression=LOD*−*Ct, as described in the Fluidigm manual (PN 100–5066 E3). All analyses of single-cell qPCR data, including PCA and hierarchical clustering, were performed with default parameters in SINGuLAR.

### Immunohistochemistry and *in situ* hybridization

Utricles and cochleae were fixed in fresh 4% paraformaldehyde in PBS for 30 min at room temperature or Shandon Glyo-Fixx (ThermoFisher Scientific) overnight at 4 °C. After fixation, specimens were washed in PBS then permeabilized and blocked for 1 h at room temperature in PBS with 0.2% Triton X-100 (PBS-T) and 10% normal goat serum (Vector Labs) or 10% normal horse serum (Vector Labs). Samples were then incubated in the appropriate primary antibodies in PBS-T with 2% normal goat serum or normal horse serum overnight, followed by three rinses in PBS-T and labelling with AlexaFluor-conjugated secondary antibodies (1:1,000, Life Technologies) in PBS-T for 3 h at room temperature. Where indicated, AlexaFluor-conjugated phalloidin (5 U ml^−1^, Life Technologies) and/or 4,6-diamidino-2-phenylindole (1:2,000, Life Technologies) were included with the secondary antibodies to detect F-actin and nuclei. Organs were rinsed in PBS three times and mounted in SlowFade (Invitrogen) or Fluoromount-G (Southern Biotech). Specimens were imaged using a Zeiss LSM 710 confocal microscope. For immunohistochemistry and *in situ* hybridization of cochlear sections, fixed inner ears were embedded in Optimal Cutting Temperature compound (OCT) and sectioned in a cryostat set to 10–12 μm.

*In situ* hybridization was performed using previously published methods^71^. Briefly, a Mia1 cDNA fragment was subcloned from Origene MC200907 into pBluescript by KpnI/NotI digestion. RNA antisense probes were transcribed from the linearized vector (KpnI or NotI, for antisense and sense control). For immunostaining following *in situ* hybridization, slides were washed 3 × 10 min in TBS-T before the standard immunofluorescence procedure detailed above.

The following antibodies were used: rabbit anti-Gata2 (1:200; ThermoFisher Scientific, PA1–100), rabbit anti-Sall2 (1:200; Sigma, HPA004162), rat anti-R-cadherin (1:50; Developmental Studies Hybridoma Bank, MRCD5), mouse anti-N-cadherin (1:200; BD Biosciences, 610920), rabbit anti-Myosin VIIA (1:1,000; Proteus BioSciences, 25–6791), goat anti-Contactin-1 (1:200; Neuromics, GT15055), mouse anti-Pou4f3 (1:500; Santa Cruz Biotech, sc-81980), goat anti-Sparcl1 (1:200; R&D Systems, AF2836), rabbit anti-Rasd2 (1:200; ThermoFisher Scientific, PA5–20439), rabbit anti-Pcp4 (1:100; Santa Cruz Biotech, sc-74816), goat anti-Annexin A4 (1:200; R&D Systems, AF4146), goat anti-Sox2 (1:200; Santa Cruz Biotech, sc-17320), goat anti-Pvalb (1:200; Swant, PVG-214), goat anti-Xirp2 (1:200; Santa Cruz Biotech, sc-83128), goat anti-Fscn2 (1:200; Everest Biotech EB08002), goat anti-Ocm (1:200; Santa Cruz Biotech, sc-7466), goat anti-Clusterin (1:100; R&D Systems, AF2747), rabbit anti-Tectb (1:1,000; generous gift from G. Richardson), mouse anti-Pou3f3 (1:100; Santa Cruz Biotech, sc-6028-R), mouse anti-E-cadherin (1:200; BD Biosciences, 610181), mouse anti-Spectrin (1:50; Millipore, MAB1622), rabbit anti-Pvalb3 (now Ocm; 1:200; generous gift from S. Heller) and mouse anti-Mia1 (1:100, R&D Systems, MAB20501).

## Additional information

**Accession codes:** RNA-Seq data have been deposited in the NCBI GEO database under accession code GSE71982.

**How to cite this article:** Burns, J. C. *et al.* Single-cell RNA-Seq resolves cellular complexity in sensory organs from the neonatal inner ear. *Nat. Commun.* 6:8557 doi: 10.1038/ncomms9557 (2015).

## Supplementary Material

Supplementary Information Supplementary figures 1-8 and Supplementary Tables 1-3.

Supplementary Movie 1 3-D PCA plot of utricular and cochlear cells. Movie shows rotation of 3-D PCA plot in Fig. 9a.

Supplementary Data 1 Top genes identified by PCA analysis.

Supplementary Data 2 Results of all trajectory and differential expression analyses performed in Monocle.

## Figures and Tables

**Figure 1:**
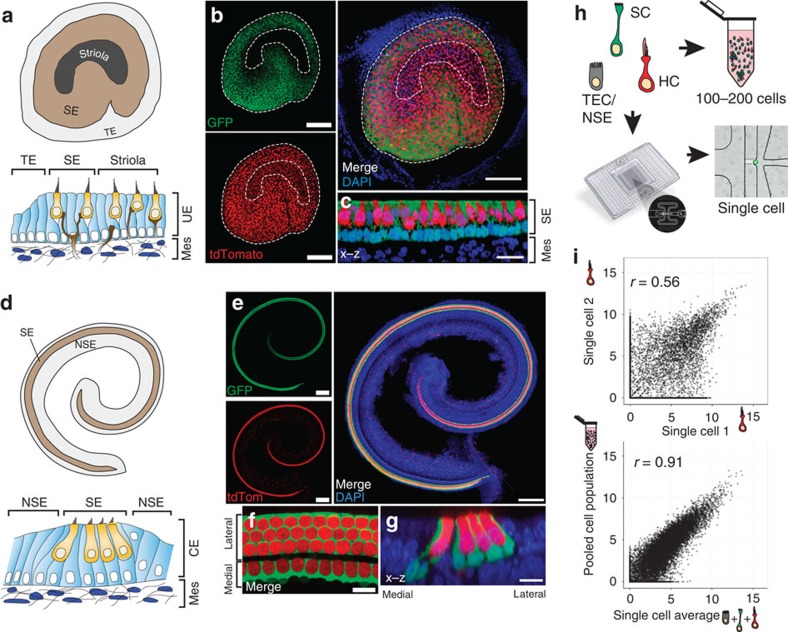
Genetic labelling and RNA-Seq of single cells from the newborn mouse inner ear. (**a**) Diagrams depicting regional heterogeneity in the utricle, a linear acceleration detector. Surface view (top) shows the sensory epithelium (SE), which contains HCs and SCs, and the surrounding transitional epithelium (TE) that is devoid of HCs and SCs. The striola is a crescent-shaped zone that sits in the centre of the SE where specialized HCs and SCs may reside. Cross-sectional view (bottom) illustrates that the utricular epithelium (UE) sits on a matrix (Mes) that contains mesenchyme and neuronal processes. (**b**,**c**) Genetic labelling of SCs and HCs in *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice at P1. In extra-striolar regions, SCs are GFP+/tdTomato−, and HCs are GFP+/tdTomato+. In contrast, GFP is expressed at or below the level of detection in most striolar cells (outlined). (**d**–**g**) Comparable images as in **a**–**c** for the cochlear epithelium. The coiled cochlea contains a narrow strip of HCs and SCs (SE) bounded on both the medial and lateral sides by non-sensory epithelium (NSE). In P1 cochleae from *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mice, nearly all HCs are tdTomato+, and all SCs except inner pillar cells (see Supplementary Fig. 2 for details) are GFP+. Mesenchymal cells express tdTomato (tdTom) as well, but are excluded by epithelial delamination. (**h**) Workflow for preparing inner ear cells for RNA-Seq. Dissociated HCs, SCs and TECs/NSE from utricle or cochlea were isolated and prepared for single-cell RNA-Seq on a C1 IFC and then imaged before lysis. For comparison, some dissociated samples were prepared as 100–200-cell bulk populations. Single cells and bulk tube controls were prepared and processed in the same manner. (**i**) Correlation plots of log_2_(nTPM) gene expression for all 26,583 genes in the NCBI-annotated mouse genome for two randomly selected HCs (top) and the average of all single cells compared with a tube control (bottom). The increase in *r*-value (Spearman's correlation) when all single cells are compared with a tube control suggests that much of the variation between individual cells is biological. Scale bars, 100 μm (**b**); 20 μm (**c**); 200 μm (**e**); 10 μm (**f**,**g**).

**Figure 2:**
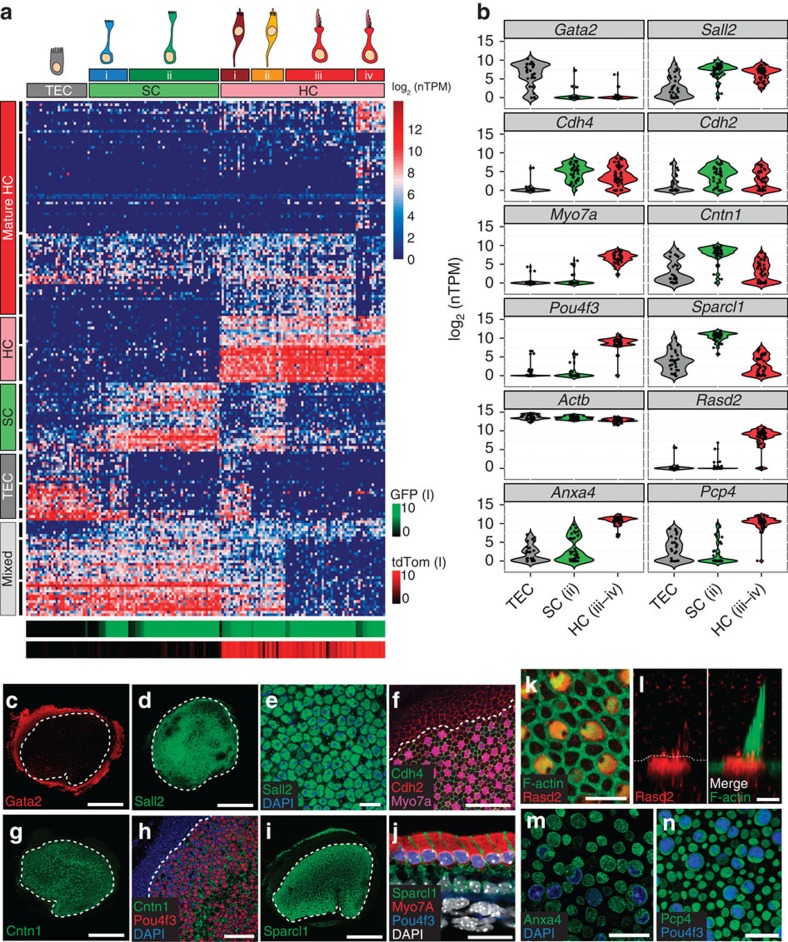
Single-cell RNA-Seq identifies unique cell types and novel markers in the newborn mouse utricle. (**a**) *K*-means clustering of 158 P1 utricle cells (*x* axis) using the top 195 genes (*y* axis) identified with PCA. The gap statistic, an unbiased estimate of the total number of clusters, identified seven distinct clusters. On the basis of expression of known marker genes and fluorescence state (bottom *x*-axis bars and right legends, displayed on log_2_ scale), each cluster was assigned to one of the three known cell types (top *x*-axis bars): TECs (grey), SCs (light green) and HCs (light red). TECs comprise one cluster, whereas SCs and HCs comprise two (SC.i–ii) and four (HC.i–iv) clusters, respectively. Genes were also divided by *k*-means (black bars indicate 15 clusters identified by gap statistic) and pooled based on cell type, HC maturity or variation across multiple cell types (Mixed). The Mixed group consists of two gene clusters expressed in non-HCs and one small cluster restricted to SCs and HCs. (**b**) Violin plots for representative genes identified as differentially expressed (FDR<0.05) between the clusters of differentiated, non-fate-transitioning cells (TEC, SC.ii and HC.iii–iv) as indicated in **a**. Black dots show the expression level for each cell. The housekeeping gene *Actb* is included for comparison. (**c**–**n**) Immunohistochemical validation of differentially expressed genes illustrated in **b**. Gata2 is enriched in TECs (**c**), whereas spalt-like transcription factor 2 (Sall2), R-cadherin (Cdh4), contactin 1 (Cntn1) and SPARC-like 1 (Sparcl1) are enriched within the sensory epithelium (SE, **d**–**j**). Co-staining of Cdh4 with N-cadherin (Cdh2) shows that Cdh4 is a more specific marker of the SE boundary (dotted line in **f**). Pou4f3 (**h**,**j**,**n**) and myosin VIIA (**f**,**j**; Myo7a) are canonical HC markers. Higher magnification or cross-sections indicate the Cntn1 (**h**) and Sparcl1 (**j**) are enriched within SCs. Rasd2, Anxa4 and Pcp4 are novel HC markers (**k**–**n**). Rasd2 localizes to the cuticular plate and base of stereocilia (**k**,**l**), Anxa4 localizes to cell membranes (**m**) and Pcp4 localizes to the cytoplasm (**n**). Scale bars, 200 μm (**c**,**d**,**g**,**i**); 10 μm (**e**,**k**); 20 μm (**f**,**j**,**m**,**n**); 50 μm (**h**); 3 μm (**l**).

**Figure 3:**
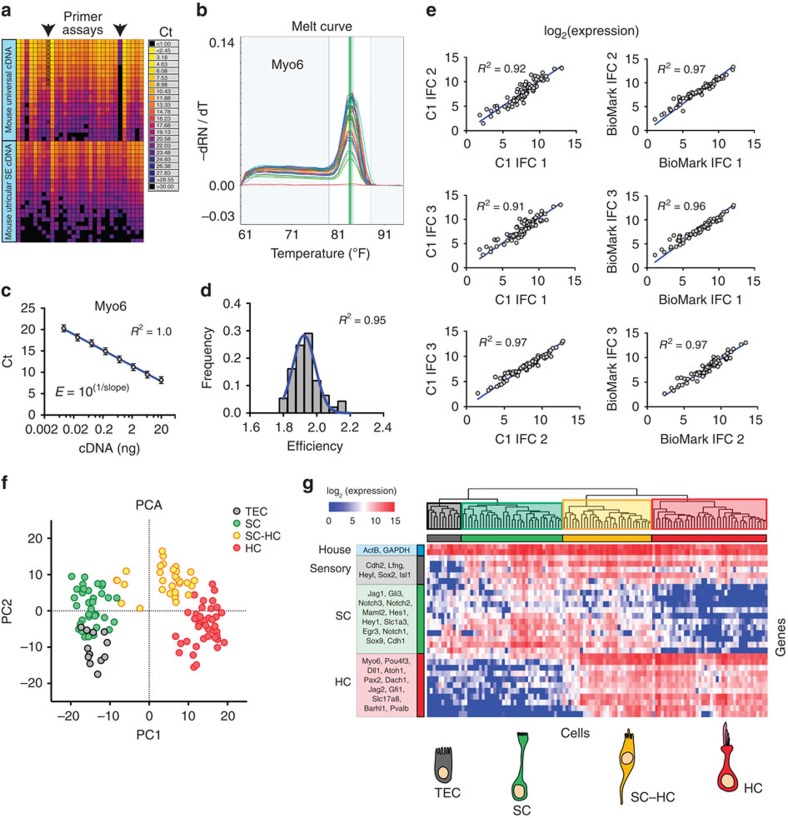
Single-cell qPCR identifies distinct cell types in the P1 utricle. (**a**) Heatmap of qPCR Cts measured from serial dilutions of mouse universal or utricular sensory epithelium (SE) cDNA, which were used to test primer efficiency. Arrows point to two assays, *Egr3* and *Pou4f3*, that showed bimodal melt curves or were not detected in universal cDNA but passed quality control metrics for utricular SE cDNA. (**b**) Example melt curves for amplicons obtained with primers for *Myo6*. Single peaks at a similar melt temperature were observed in all single cells. Assays that showed more than one peak were removed from analysis. (**c**) Plot of average Ct value measured on the BioMark system across three replicates versus input cDNA concentration (mouse universal cDNA). (**d**) Histogram of primer efficiencies for all 30 assays used. Efficiencies are normally distributed (Gaussian fit) and have an average efficiency of 1.9. (**e**) Comparison of average gene expression in single-cell qPCR data between different capture (C1) and qPCR (BioMark) IFC's. Left: graphs compare average expression of 30 genes across all cells captured on each C1 IFC for single-cell qPCR. Expression level is displayed as log_2_(expression), which is equivalent to the difference between the limit of detection Ct value and the measured Ct value. Right: graphs compare average gene expression across all cells profiled on each BioMark IFC. Cells from different C1 captures were profiled on each BioMark IFC to test for variability in the qPCR system. All plots show strong correlations (Pearson's *r*) and linear dependence, indicating that data collected on the microfluidics platforms are reproducible. (**f**,**g**) Plots show PCA (**f**) and hierarchical clustering (**g**) of 118 single cells based on qPCR-based detection of 30 genes. TECs, SCs and HCs cluster into defined groups enriched for known marker genes. A group of HCs that express SC genes (SC–HC, yellow) can also be identified. The 30 assays utilized did not provide sufficient resolution to detect the group of HCs with expression of TEC genes (HC.i), which was identified by single-cell RNA-Seq.

**Figure 4:**
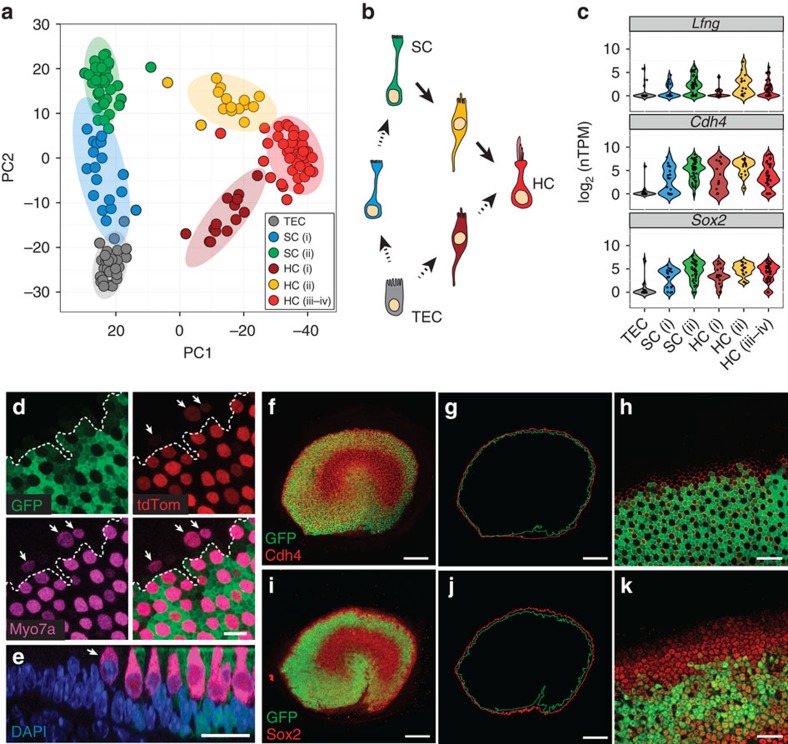
Single-cell RNA-Seq identifies cellular transitions and possible variation in the sensory/non-sensory boundary. (**a**) Plot of P1 utricular cells projected onto the first two principal components (PCs) identified by PCA using the top 195 genes (same as Fig. 2a). Each circle is a single cell while the larger ovals represent 95% confidence regions. Cells are coloured based on the groups assigned by *k*-means clustering. (**b**) Model of cellular relationships based on the data in **a**, suggesting that the sensory epithelium adds new SCs and HCs via both interstitial and appositional growth. (**c**) Violin plots showing expression of genes that potentially mark the sensory region in the P1 utricle. Expression within all of the *k*-means clusters is shown. In the HC.i group, *Lfng* expression is low compared with *Cdh4* and *Sox2*. (**d**) High-resolution confocal image of the lateral edge of the utricular sensory epithelium from a P1 *Lfng*^*EGFP*^; *R26R*^*CAG-tdTomato*^; *Gfi1*^*Cre*^ mouse. New HCs expressing low levels of both Myo7a and tdTom (arrows) are present beyond the lateral edge of the sensory epithelium defined by *Lfng*^*EGFP*^ expression (dotted line). (**e**) Cross-sectional view of the utricle in **d** illustrating a single HC (arrow) outside of the GFP expression domain. (**f**–**h**) Confocal images of Cdh4 immunolabelling in a P1 *Lfng*^*EGFP*^ mouse utricle. Traces (**g**) around the borders of the GFP+ (green) and Cdh4+ (red) domains reveal that the Cdh4+ region is slightly larger. Single confocal z-plane (**h**) at the apical surface of the lateral edge in **f**. At most locations, two to three Cdh4+ cells extend past the last GFP+ cell. (**i**–**k**) Similar analysis as **f**–**h** for GFP and Sox2. Compared with Cdh4, the Sox2+ domain extends even further past the edge of GFP+ cells, in some instances up to five cell widths. Image in **k** is a single confocal *z*-plane at the level of the SC nuclei. Scale bars, 10 μm (**d**); 20 μm (**e**,**h**,**k**); 100 μm (**f**,**g**,**i**,**j**).

**Figure 5:**
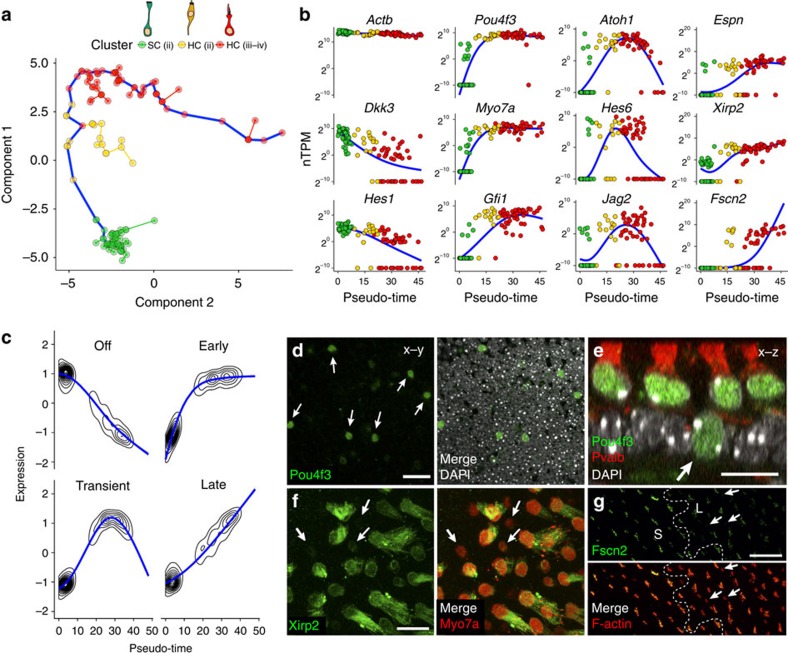
Ordering single cells along a differentiation trajectory reveals mechanistic insights into utricular HC differentiation. (**a**) Ordering of SC to HC differentiation using Monocle. On the basis of the model illustrated in Fig. 4b, cells from the SC.ii and HC.ii–iv clusters were used for ordering. Individual cells are connected by a minimum spanning tree (thin lines), and the longest line through the tree (blue) represents the differentiation trajectory (pseudo-time). (**b**) Gene expression levels in single cells ordered along the pseudo-time axis from **a**. Housekeeping genes such as *Actb* change little while SC-specific genes such as *Dkk3* and *Hes1* gradually turn off. Also shown are examples of genes expressed early (*Pou4f3*, *Myo7a* and *Gfi1*), transiently (*Atoh1*, *Hes6* and *Jag2*) or late (*Espn*, *Xirp2* and *Fscn2*) in the HC differentiation process. (**c**) Plots of average expression profiles for genes that show significant variation over pseudo-time. Genes were clustered into four groups before generating the average profiles (see Methods for details). The groups reflect the different trends observed in **c**. Topographic lines show where the segments of profiles for individual genes are concentrated along the average trend. (**d**) Single confocal *z*-plane through the SC nuclear layer near the lateral edge in a P1 mouse utricle. Several of the SC nuclei (arrows) label with an antibody to Pou4f3 (green, early gene in **b**). (**e**) Confocal cross-section through a P1 mouse utricle. Arrow points to a Pou4f3+ SC nucleus. Note that it is located in the SC nuclear layer, suggesting that it is a HC in the early stages of differentiation. All HC soma are counterstained with an antibody to Pvalb (red). (**f**,**g**) Confocal images of stereocilia labelled with antibodies to the ‘Late' HC differentiation genes, *Xirp2* (**f**) and *Fscn2* (**g**). Arrows point to small, immature-appearing HCs with little to no Xirp2/Fscn2 antibody labelling. Cuticular plates and stereocilia of larger, more mature-appearing HCs label intensely. Images were taken near the lateral edge. Dashed line in **g** indicates the line of polarity reversal. S, striola, L, lateral. Scale bars, 20 μm (**d**,**g**); 10 μm (**e**,**f**).

**Figure 6:**
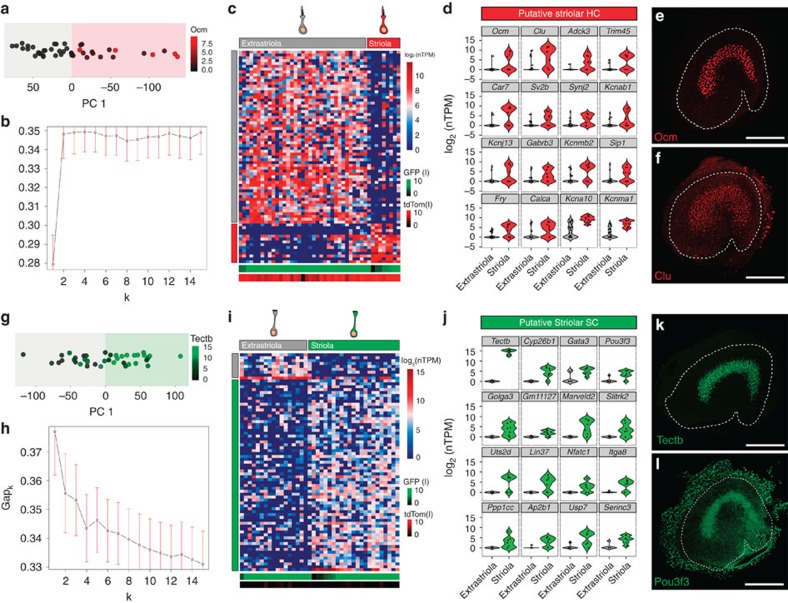
Examination of HC and SC diversity identifies the striola as a distinct region in P1 utricle. (**a**) PCA plot of the 44 cells in HC.iii–iv projected onto PC1 (all expressed genes used for PCA). Expression levels of *Ocm* in log_2_(nTPM) are indicated by the black-to-red colour gradient. (**b**) Plot of the gap statistics from *k*-means clustering with 1 to 15 clusters. The gap statistic becomes stable at two clusters. Error bars, s.e.m. (**c**) Heatmap shows *k*-means clustering of the 44 HC.iii–iv cells identified in the analyses presented in Fig. 2. The top 75 genes identified with PCA (maximum absolute eigenvector values on PC1) were used for clustering. HC.i–ii, which represent transitional cell types, were excluded from the analysis to avoid contamination from SC and TEC genes. The number of clusters was determined to be two from the gap statistic calculation in **b**. (**d**) Violin plots of representative, significant genes (FDR<0.05) found by differential expression analysis between clusters containing putative extrastriolar HCs and striolar HCs. (**e**,**f**) Immunohistochemistry for striolar HC markers Ocm (known) and Clu (novel). (**g**) PCA plot of 40 SC.ii projected onto PC1 (all expressed genes used for PCA). Expression levels of *Tectb* in log_2_(nTPM) are indicated by the black-to-green colour gradient. (**h**) Plot of gap statistics shows no clusters are identifiable in SC.ii with this metric. (**i**) Heatmap shows *k*-means clustering of differentiated SC.ii identified in the analyses presented in Fig. 2. The top 75 genes identified with PCA (maximum absolute eigenvector values on PC1) were used for clustering. SC.i, which represented transitional cell types, were excluded from the analysis to avoid contamination from TEC genes. (**j**) Violin plots of representative genes that are significantly differentially expressed (FDR<0.05) between *Tectb+* and *Tectb−* cells. (**k**,**l**) Immunohistochemistry of known (Tectb) and novel (Pou3f3) markers of striolar SCs. Scale bars, 200 μm (**e**,**f**,**k**,**l**).

**Figure 7:**
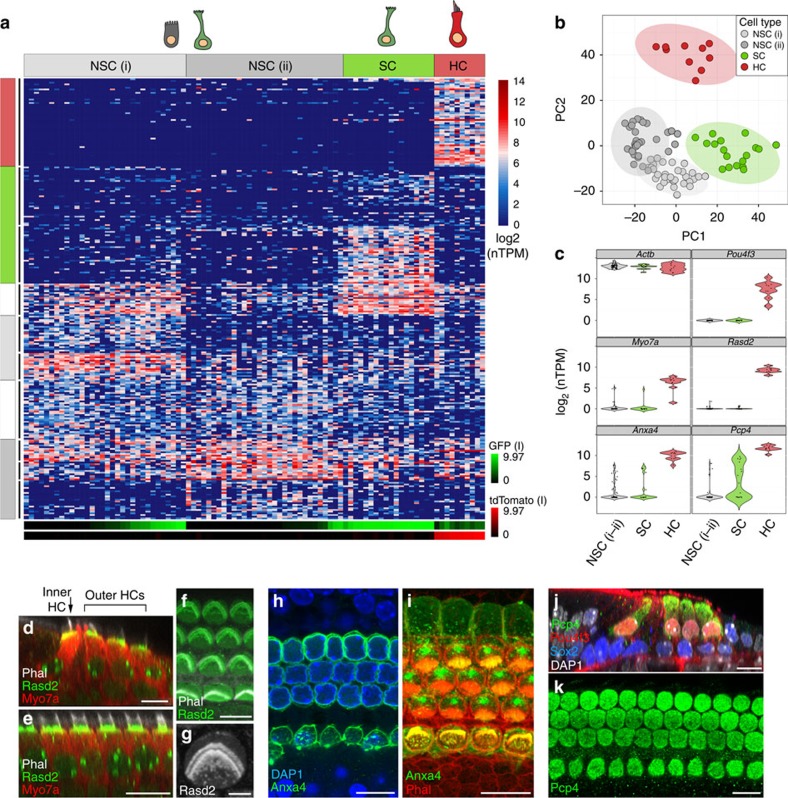
Single-cell RNA-Seq of cochlear cells reveals broad domains and identifies novel markers of auditory hair cells. (**a**) Heatmap representing the *k*-means clustering of 91 P1 cochlear epithelial cells (*x* axis) using the top 260 genes (*y* axis) identified by PCA. Gap statistics identified four cell groups, which based on known marker genes and recorded log2-transformed normalized fluorescent intensities (bottom, *x*-axis bars), were classified into known cell types (top, *x*-axis bars): NSC (grey), SC (green) and HC (red). Genes were separated into 10 *k*-means groups (left, *y*-axis bars) as specified by gap statistics, and were grouped and colour-coded by their associated enrichment with specific cell groups. Two separate *k*-group clusters (NSC.i–ii) were identified by less unique expression of gene clusters, including genes known to be differentially expressed in the medial and lateral non-sensory domains of the cochlea. Some cells within the NSC groups had high GFP expression, suggesting they are either from a subdomain of the organ of Corti, or non-sensory cells on the border (see Supplementary Fig. 2). (**b**) PCA plot of the samples and genes used in **a** across the first two principle components, depicted with the same cell group colours. (**c**) Violin plots summarizing the distribution of expression of the housekeeping gene *Actb*, the HC-specific genes *Pou4f3*, *Myo7a*, *Pcp4* and two novel genes identified and shown to be specifically expressed in HCs, *Rasd2* and *Anxa4*. (**d**–**k**) Antibody labelling of HC-specific proteins. Rasd2, localized to the base of stereocilia bundles and cuticular plates, as seen in axial (**d**), tranverse (**e**) and wholemount (**f**,**g**) views. Anxa4 (**h**,**i**) and Pcp4 (**j**,**k**) localized to HC membranes and soma, respectively. Scale bars, 10 μm (**d**–**f**,**h**–**k**); 3 μm (**g**).

**Figure 8:**
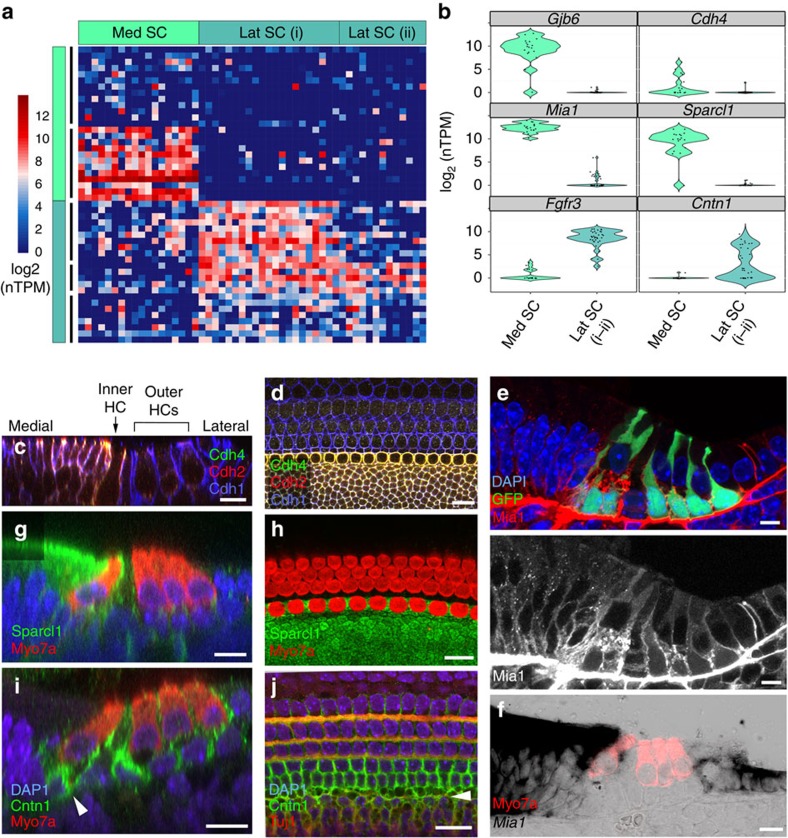
Analysis of GFP+ organ of Corti supporting cells reveals distinct medial and lateral domains. (**a**) Heatmap representing the *k*-means clustering for 52 FACS-enriched P1 GFP+ organ of Corti SCs (*x* axis) using the top 50 genes (*y* axis) identified by PCA. Gap statistics identified three sample groups (top, *x*-axis bars) and five gene groups (left, *y*-axis bars), which were labelled and colour-coded according to the expression of known markers within medial (Med) SC (teal) and lateral (Lat) SC (turquoise). Two Lat SC groups (i–ii) were identified based on varying expression of the same gene clusters. (**b**) Violin plots summarizing the distribution of expression of both known and novel genes across the two major *k*-groups (Med SC and Lat SC (i–ii)). (**c**,**d**) Antibody labelling of Cdh4 protein, showing specific expression within the cell membrane of cells within the medial domain. (**e**,**f**) Antibody (**e**) labelling and *in situ* hybridization with Myo7a antibody labelling overlay (**f**) of Mia1/*Mia1*, which shows expression within the medial sensory domain and surrounding non-sensory domains. (**g**,**h**) Sparcl1 also shows a distinct medial domain expression pattern. (**i**,**j**) Antibody labelling of Cntn1, which shows labelling in lateral domain SCs consistent with **b**, as well as in the spiral ganglion neurites (**i**, arrowhead indicating inner HC innervation), which by comparison with SCs, co-label with Tuj1 (**j**, arrowhead). Shown are orthogonal (**c**,**e**,**g**,**i**,**f**) and whole-mount (**d**,**h**,**j**) views. Scale bars, 10 μm (**c**–**j**).

**Figure 9:**
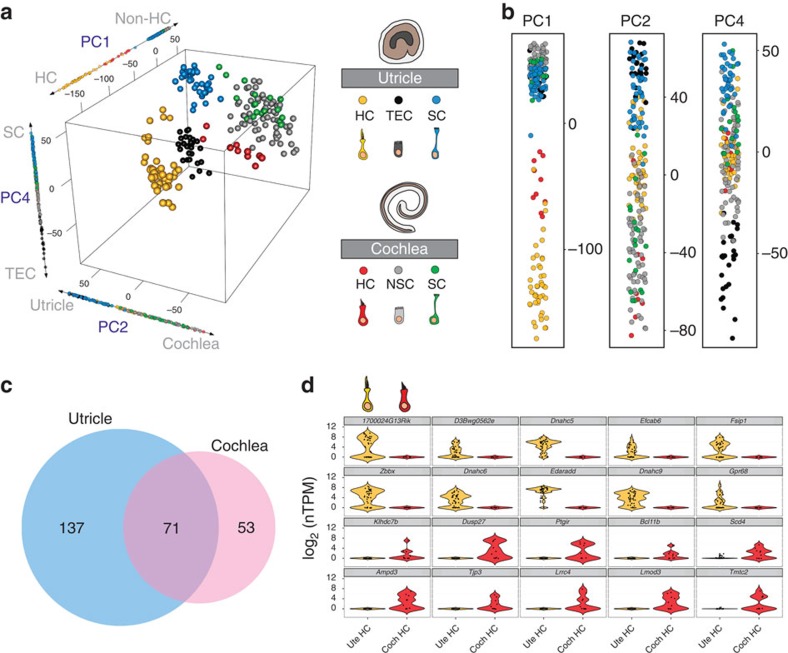
Inter-organ comparisons of single cells reveal differences between complementary cell types. (**a**) Three-dimensional PCA plot of utricular and cochlear cells (only differentiated, non-fate-transitioning utricular cells were included) onto PC1, PC2 and PC4. PC3 segregated similar cells as PC4, but to a lesser extent. See Supplementary Movie 1 for alternative angles of the three-dimensional plot. (**b**) Projections of cells onto each PC. HCs segregate from all other cells along PC1 while PC2 segregates utricular cells from cochlear cells. PC4 indicates that utricular SCs project closer to cochlear NSCs and SCs than to TECs. (**c**) Differential expression analysis across cell groups from each organ reveals genes that are shared or highly enriched within each organ. The Venn diagram shows genes that are expressed in >10 cells from one organ but no cells from the other (for all genes, FDR<0.05 and specificity score=1). See Methods for details on calculation of specificity score. The 71 shared genes were genes that failed to reach significance and found to be expressed in all cells from both organs. (**d**) Comparison of differential gene expression for cochlear (red) and utricular (yellow) HCs. Violin plots show highly specific genes enriched in each cell type (specificity score=1 for all genes).

How the deposited data were processed for this re-analysis (not part of the article)

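RNA was measured in single cells of the utricle and the cochlea of postnatal day 1 mice, caught in microfluidic chips, and in pooled samples of cells. Of the latter, the 4 utricular ones were made beside captures 1 and 2, the 2 of FACS-purified cochlear SCs were obtained on a separate day, and the capture of the 2 of cochlear epithelium was left open. Of 321 samples, 313 were single cells and 8 were pooled samples. The authors aligned the reads with Bowtie2 to the GRCm38 NCBI transcriptome with the EGFP and tdTomato sequences added and ran RSEM, and they deposited for each sample the expected counts and the TPM of 26585 transcripts, of which 26583 are mouse genes. Neither was normalized across samples before it was deposited. Of all expected counts, those at 0 included, 3.87% are not whole numbers, so the share among counts above 0 is larger. The GFP and tdTomato intensity of each cell, as deposited, was measured by the authors on images of the captured cells, in arbitrary units, and the fluorescence call of each cell was taken from its label. The group of each cell is the authors' annotation. It was the same in the labels and in the deposited table for all 301 cells that have it in both, and the intensities were equal for all 249 cells that have them in both. The intensities of the fluorescence were used for description alone. The authors' labels join HC.iii and HC.iv, and so do the values here.

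Depth is the sum of expected counts per cell. The groups' medians lie between 668843 (medial SCs after FACS) and 1827781 (HC.i), and the pooled samples hold 4870201 to 45160723. A gene at a few counts per cell is measured with large counting error, and shares of cells are given with exact binomial confidence intervals at 95%, which cover counting error only.

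TPM were brought to nTPM by the median-of-ratios method within each set of cells, as the paper's Methods describe. A cell counted as positive for a gene above 1 nTPM. The captures, which are separate isolations, are the replicates, since cells of one capture are not independent. For tests, expected counts were rounded to whole numbers in each cell and summed over the cells of a group in each capture, and the sums were compared with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, without a block for the capture, on genes above 1 nTPM in at least 3 cells of a group. With 3 groups, a test of any difference and a contrast of each group with the mean of the other 2 were made. Adjusted p are Benjamini-Hochberg adjusted over all genes tested in a comparison, and a gene was called at an adjusted p under 0.05. Log2 CPM per capture were made with a prior count of 2. Genes specific to a group are those called, above 1 nTPM in at least 50% of the group's cells, and with a Jensen-Shannon specificity score above 0.5 for 3 groups or 0.6 for 2 groups, from group means of log2(nTPM) over all cells. The paper's Results and Methods give these thresholds in opposite order, and the order of the Results was used. The tests of differences between groups used R 4.3.3 with edgeR, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0.

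PCA used genes above 1 nTPM in more than 2 cells with a coefficient of variation of at least 0.5, on scaled log2(nTPM), and for the mechanically isolated cochlear cells after ComBat of sva 3.50.0 on the capture. The gap statistic was computed with cluster 2.1.8.1. Pseudo-time was computed as the longest path of a minimum spanning tree with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and patsy 1.0.2, in place of Monocle, and positions were read on a grid of 201 points. Levels between groups were compared across captures with exact permutation tests. To compare the number of genes detected, cells were thinned to 250000 expected counts. Gene positions come from a RefSeq annotation of GRCm38, the build the authors used, and were found for 165 of 167 named genes.

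The genes named in the text were fixed by a rule: every gene that the paper's Results and the panels of its figures name, and 3 called genes in each direction. These 3 had the largest fold change among called genes with a minimum average log2 CPM and the same direction in every capture. Between organs, every capture of one organ had to lie beyond every capture of the other. Called genes with larger fold changes could be passed over, and the direction of the 3 genes across captures follows from the rule. A gene found in no cell of a group is given with its counts of cells and not with a fold change, since a fitted fold change then depends on the prior count.

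The capture number in the sample labels joins sums of different groups that come from the same chip and mice, so the numbers pair the sums. The correlation of the deviations of such sums from their group means ran from -0.0532 to 0.251 among TECs, SC.ii and HC.iii-iv, from 0.0202 to 0.131 between striolar and extrastriolar HCs, from -0.00500 to 0.157 between medial and lateral SCs, from 0.193 to 0.284 between HC.ii and HC.iii-iv, from -0.0195 to 0.138 between SC.ii and HC.ii and from 0.0406 to 0.183 between HC.i and HC.ii. With 2 captures, as in the cochlea, it was 0.466 to 0.473 among the 3 groups and 0.202 between NSC.i and SCs, and between Tectb+ and Tectb− cells it was 0.0672 and -0.117. Between HCs and SCs of the same organ, in the interaction, it was 0.00252 to 0.205. The result with the capture as a replicate block is printed beside a result where it changed the call, such as the 766 genes called among TECs, SC.ii and HC.iii-iv.

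The tests were tried on simulated counts drawn from the means, library sizes and dispersions of the real sums, with 200 genes changed by 2 or 3 log2 units in either direction. edgeR recovered 6.5% of the changed genes with the sums of TECs, SC.ii and HC.iii-iv, 6.5% with those of striolar and extrastriolar HCs, 0% with Tectb+ and Tectb− cells, 6.5% with the 3 cochlear groups, 0% with NSC.i and SCs, 1% with medial and lateral SCs, 26.5% with the organs, 3.5% with the HCs of the organs, 3% with HC.ii and HC.iii-iv, 6.5% with SC.ii and HC.ii, 4.5% with HC.i and HC.ii and 0% for the interaction. With a dispersion of 0.1 it recovered 100% over the sums of TECs, SC.ii and HC.iii-iv. Of the genes that edgeR called in these simulations, those that had not been changed were 0 of 13 with TECs, SC.ii and HC.iii-iv, 2 of 15 with striolar and extrastriolar HCs, 1 of 1 with Tectb+ and Tectb− cells, 7 of 20 with the 3 cochlear groups, 3 of 5 with medial and lateral SCs, 4 of 57 with the organs, 4 of 11 with their HCs, 2 of 8 with HC.ii and HC.iii-iv, 1 of 14 with SC.ii and HC.ii and 2 of 11 with HC.i and HC.ii. The share of false calls was thus above 5% in most comparisons. Each share comes from 1 simulated data set and mostly few calls, so whether the adjusted p holds 5% on average cannot be told. It made no call with NSC.i and SCs or for the interaction. At the dispersions of the real sums, between 59.1 and 94.7% of the calls of DESeq2 were genes that had not been changed. Its counts are therefore given as an alternative alone. At a dispersion of 0.1 that share was 9.09%. With limma, at most 8% of the changed genes were recovered, and false calls came with the organs alone, 3 of 19. In the simulations limma was run on log2 CPM of the sums and not on capture means of log2(nTPM). These shares therefore do not carry over to the limma counts given elsewhere. With the capture as a block, 21 of 37 edgeR calls were false with the 3 cochlear groups. With NSC.i and SCs it recovered 10.5% of the changed genes, and 8 of 29 calls were false.

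Alternatives tried were DESeq2 size factors in edgeR, DESeq2, the edgeR filter filterByExpr or no filter beyond a count above 0, the capture as a replicate block, each capture left out in turn, limma on capture means of log2(nTPM), cells as units, specificity thresholds in the order of the Methods, specific genes with no test, a limit of detection of 5 nTPM, TPM without normalization across samples, and others that the closing section gives. The antibody, in situ and PCR data, the ERCC controls and the regulator analysis were not analysed here, and the sheets of Supplementary Data 2 on medial and lateral SCs and on the organs were not used here. The names of the genes higher in HC.ii than in both SC.ii and HC.iii-iv are not reported here.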

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

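In this part, the tests of sex-linked transcripts and of captures and pooled samples far from the others were chosen only after the results were seen, while the test of the interaction, the comparisons, the rule for named genes and the alternatives were set before the data were examined, and what each explanation would show was written down only after the results were seen.

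Of the 45 cells of utricular capture 3, 20.0% carried both Xist and Y-linked transcripts above 5 nTPM, and of the 26 cells of capture 2, 23.1% (95% confidence intervals 9.58 to 34.6% and 8.97 to 43.6%, counting error only). The paper describes an influence of sex-linked genes in the mechanically isolated cochlear cells and none in the utricle, and it does not report both kinds of transcript in single cells. The HC.i cells stood out, with both in 4 of the 5 cells of capture 3 (80.0%, 28.4 to 99.5%), against 5 of its 40 other cells (12.5%, 4.19 to 26.8%). They stood out less at the limit of 1 nTPM used elsewhere. At that limit 24 of the 45 cells of capture 3 had both (53.3%) and 19 of the 26 cells of capture 2 (73.1%), with HC.i in capture 3 still at 4 of 5. Xist in those 4 cells was 53.8 to 72.5 nTPM and the sum of Y-linked genes 36.0 to 250 nTPM. RNA released by other cells of the capture is argued against as the whole source, since the lowest Xist among them was 53.8 nTPM, while 25 of the 58 cells of captures 2 and 3 with Y-linked transcripts had only 1 to 5 nTPM. A capture site that held 2 cells of different sex is a candidate explanation for these 4 cells, and the 80.0% with both transcripts is a share that it needs. It is a hypothesis, found in the same data on which it was tested, and the paper states that sites with more than 1 cell were left out after imaging. HC.i cells carry genes of both TECs and HCs, which such a site could also give. For the 2 and 7 HC.i cells of captures 1 and 4 it cannot be told apart from single cells, because 0 cells of these captures carried Xist above 1 nTPM and a site with 2 cells of the same sex would show nothing. In HC.ii, 1 of the 4 cells of captures 2 and 3 had both (25.0%), which lies within the share of all cells of these captures, so that 2 cells in a site and a single cell cannot be told apart there either. A biological explanation, that HC.i cells are transitional as the paper proposes, stays open and was not tested by sex-linked transcripts.

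In captures 2 and 3, 25 of the 58 cells with Y-linked transcripts had Xist between 1 and 5 nTPM (43.1%, 30.2 to 56.8%), against 0 of 86 such cells in captures 1 and 4 (up to 4.20%). RNA from other cells of the capture may be the source, since low Xist was found only in the utricular captures that also held cells with Xist and no Y-linked transcripts. Reads exchanged between libraries of one lane cannot be told apart from it. The highest Xist in captures 1 and 4 was 0.694 nTPM, and the paper states that libraries of several captures shared lanes, but which of them did was not used here. No biological explanation was tested.

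HC.iii-iv cells of capture 2 lay apart from those of the other captures. Their median pseudo-time was 0.494, against 0.565 to 0.577 in captures 1, 3 and 4 (the gap to the nearest capture over the whole range, 0.848). The same ratio was 0.831 for Otof, 0.966 for Pcp4, 0.884 for Ptprq and 0.845 for Unc80 in these cells. In log2 CPM, Otof was at 9.64 against 10.75 to 10.97, Pcp4 at 8.26 against 8.97 to 8.99, Ptprq at 7.66 against 9.73 to 10.00 and Unc80 at 0.83 against 6.37 to 7.39. Among 44 named genes tested, 6 passed this limit, and of 25 other values per capture or pooled sample 2 did, where chance gives about 1 in 20 groups. The counts per cell are argued against, since capture 1 had the fewest in this group (median 464891, against 712683 in capture 2) and 0 of the 4 genes had their low value there. The few cells of capture 2, which also give its low sum, are a candidate explanation. Of 1000 draws of 4 HC.iii-iv cells from another capture, thinned to the counts of capture 2, up to 13.1% were as low for Pcp4, 1.30% for Otof, 0.400% for Ptprq and 3.10% for Unc80. These genes were picked for the gap, so few cells and a difference of the cells themselves cannot be told apart. RNA from other cells of the capture was not tested for these HC.iii-iv cells and stays open as well. Their mean over the SC.ii genes was 1.49 log2(nTPM) in capture 2, against 0.803 to 0.921 in the other captures (ratio 0.828, just under the limit). No biological explanation was tested. Without capture 2, 707 genes were called among TECs, SC.ii and HC.iii-iv.

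In TECs, Cldn8 was at 7.36 log2 CPM in capture 4 against 9.15 to 9.38 in the others (ratio 0.884), and Lmx1a at 4.40 in capture 3 against 7.24 to 7.61 (ratio 0.885). The depth of the capture is argued against, since of these 2 genes 0 had their low value in the capture with the fewest counts per cell and the lowest sum among TECs, capture 2. Chance puts about 1 in 20 groups past this limit. No biological explanation was tested.

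Pearson's r of the mean of utricular cells with pooled sample 1, made beside capture 1, was 0.953, against 0.935 for the other pooled sample of capture 1 and 0.938 and 0.937 for those of capture 2 (ratio 0.858). Pooled sample 1 held 45160723 expected counts, against 8771067, 21997941 and 16397733 in the others, so its depth may raise the correlation. By Spearman's rho, however, both pooled samples of capture 1 (0.931 and 0.926) lay above those of capture 2 (0.914 each), and 1 of them is the sample with the fewest counts. With 4 pooled samples, depth and other properties of the sample cannot be told apart. No biological explanation was tested.

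The difference between HCs and SCs itself differed between the organs in 14 of 14177 genes by edgeR (1334 at an unadjusted p under 0.05), 11 with a higher and 3 with a lower ratio of HCs to SCs in the cochlea. DESeq2 called 640, of which 383 had a higher and 257 a lower ratio, and limma 186, with 100 and 86. Differences between captures may be the source. With the capture as a replicate block, 0 genes were called, which may also come from the degrees of freedom that the block takes, so the explanation and a difference of the organs cannot be told apart. Leaving out 1 capture gave 0 genes (without capture 6) to 10 genes (without capture 2). The organ is the biological explanation that the design names. It is confounded with the captures, the mice and the dissociation, and stays untested.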

How the results depend on the processing

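In this part, the tests chosen only after the values were seen are those of specificity from cells above 1 nTPM, of the detection limit rounded down, of more than 10 cells of one organ, of 50 genes of each direction and of the numbers of genes detected within captures. The paper's specific lists in place of those called here were not run in the sums of marker genes, because the copy of those lists held here is not complete.

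As reported, edgeR on sums per capture called 1239 for TECs, SC.ii and HC.iii-iv, 7 for striolar and extrastriolar HCs, 1 for Tectb+ and Tectb− SCs, 14 for cochlear NSCs, SCs and HCs, 0 for NSC.i and SCs, 11 for medial and lateral SCs, 192 for all cells of the organs, 56 for HCs of the organs, 1 for HC.ii and HC.iii-iv, 104 for SC.ii and HC.ii, 2 for HC.i and HC.ii and 14 for the interaction of cell type and organ. The specific genes were 463 of TECs, SC.ii and HC.iii-iv, 0 of striolar HCs, 5 of extrastriolar HCs, 1 of Tectb+ SCs, 0 of Tectb− SCs, 12 of cochlear NSCs, SCs and HCs, 7 of medial SCs, 2 of lateral SCs, 37 of utricular cells, 33 of cochlear cells, 22 of utricular HCs and 19 of cochlear HCs. Over 2467 values of named genes under the alternatives, 1994 kept their direction and their side of the threshold, 239 lost a call, 194 gained one and 40 had the other sign. The log2 fold changes of these genes on sums per capture, none of them called, were 3.20 (Sv2b) for striolar over extrastriolar HCs, -0.12 (Lgr5) for NSC.i over SCs, -0.36 (Fosb), -0.00524 (Jun), -0.23 (Jund), 0.23 (Atf3), 0.0659 (Nr4a1), -1.76 (Hspa1b) and 0.48 (Hsp90aa1) for utricle over cochlea, 0.17 (Atoh1), -0.27 (Hes6), -0.37 (Fscn2) and -0.0582 (Gfi1) for HC.ii over HC.iii-iv, 1.14 (Rfx1) and 0.32 (Rfx2) for SC.ii over HC.ii, and -1.45 (Lfng) for HC.i over HC.ii. The values of the other sign were as follows. With limma they were 2.04 (Lgr5) for NSC.i over SCs, -1.78 (Atf3) and -0.98 (Nr4a1) for utricle over cochlea, 0.81 (Hes6) for HC.ii over HC.iii-iv, and -0.21 (Rfx1) and -0.33 (Rfx2) for SC.ii over HC.ii. With cells as units they were 2.07 (Lgr5) for NSC.i over SCs, 0.00771 (Jund), -2.05 (Atf3) and -1.26 (Nr4a1) for utricle over cochlea, 0.46 (Hes6) and 0.24 (Gfi1) for HC.ii over HC.iii-iv, and -0.0303 (Rfx1) and -0.60 (Rfx2) for SC.ii over HC.ii. With equal weight of cell types they were 0.18 (Fosb), 0.15 (Jun) and -0.0356 (Hsp90aa1) for utricle over cochlea. With DESeq2 size factors in edgeR they were 0.0507 (Jun) for utricle over cochlea and 0.0290 (Gfi1) for HC.ii over HC.iii-iv. With DESeq2 they were 0.0506 (Jun) for utricle over cochlea and 0.0290 (Gfi1) for HC.ii over HC.iii-iv. With the capture as a replicate block they were -1.15 (Rfx2) for SC.ii over HC.ii. Only those of Atf3 and Nr4a1 with cells as units were called. With 1 capture left out, the sign changed for Sv2b (-0.10 to 5.87, without capture 3) for striolar over extrastriolar HCs, Jun (-0.28 to 0.21, without capture 1, 3, 4 or 6), Jund (-0.51 to 0.10, without capture 6), Atf3 (-0.0642 to 0.53, without capture 2 or 6), Nr4a1 (-0.25 to 0.38, without capture 2 or 6) and Hspa1b (-3.51 to 4.87, without capture 8) for utricle over cochlea, Atoh1 (-0.14 to 0.63, without capture 1 or 4), Fscn2 (-0.71 to 0.0737, without capture 3) and Gfi1 (-0.71 to 0.39, without capture 2 or 3) for HC.ii over HC.iii-iv, Rfx2 (-6.10 to 0.70, without capture 4) for SC.ii over HC.ii, and Lfng (-3.35 to 0.24, without capture 4) for HC.i over HC.ii. The cause was not tested.

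With DESeq2, the number of called genes was 2296 for TECs, SC.ii and HC.iii-iv, 948 for striolar and extrastriolar HCs, 216 for Tectb+ and Tectb− SCs, 912 for cochlear NSCs, SCs and HCs, 489 for NSC.i and SCs, 608 for medial and lateral SCs, 1467 for all cells of the organs, 1329 for HCs of the organs, 365 for HC.ii and HC.iii-iv, 984 for SC.ii and HC.ii, 174 for HC.i and HC.ii and 640 for the interaction of cell type and organ. This left 698 of TECs, SC.ii and HC.iii-iv, 36 of striolar HCs, 201 of extrastriolar HCs, 75 of Tectb+ SCs, 46 of Tectb− SCs, 423 of cochlear NSCs, SCs and HCs, 38 of medial SCs, 45 of lateral SCs, 129 of utricular cells, 97 of cochlear cells, 240 of utricular HCs and 191 of cochlear HCs as specific genes. 155 of 213 named values kept their direction and their side, 52 gained a call, 4 lost one and 2 had the other sign. In simulations with the same sums and their dispersions, between 59.1 and 94.7% of the calls of DESeq2 were genes that had not been changed. Of the calls of edgeR these were 0 of 13 with TECs, SC.ii and HC.iii-iv, but 7 of 20 with the cochlear groups, 4 of 11 with the HCs of the organs and 3 of 5 with medial and lateral SCs, so its small counts are uncertain in both directions. With limma on capture means of log2(nTPM), the number of called genes was 2741 for TECs, SC.ii and HC.iii-iv, 46 for striolar and extrastriolar HCs, 24 for cochlear NSCs, SCs and HCs, 10 for NSC.i and SCs, 30 for medial and lateral SCs, 438 for all cells of the organs, 240 for HCs of the organs, 26 for HC.ii and HC.iii-iv, 594 for SC.ii and HC.ii and 186 for the interaction of cell type and organ. This left 1067 of TECs, SC.ii and HC.iii-iv, 8 of striolar HCs, 21 of extrastriolar HCs, 23 of cochlear NSCs, SCs and HCs, 18 of medial SCs, 7 of lateral SCs, 108 of cochlear cells, 66 of utricular HCs and 113 of cochlear HCs as specific genes. The cause was not tested.

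With cells as units, which takes cells as replicates as the paper did, the number of called genes was 4468 for TECs, SC.ii and HC.iii-iv, 431 for striolar and extrastriolar HCs, 4 for Tectb+ and Tectb− SCs, 1481 for cochlear NSCs, SCs and HCs, 277 for NSC.i and SCs, 209 for medial and lateral SCs, 3218 for all cells of the organs, 972 for HCs of the organs, 351 for HC.ii and HC.iii-iv, 1795 for SC.ii and HC.ii and 38 for HC.i and HC.ii. This left 1234 of TECs, SC.ii and HC.iii-iv, 56 of striolar HCs, 96 of extrastriolar HCs, 3 of Tectb+ SCs, 1 of Tectb− SCs, 754 of cochlear NSCs, SCs and HCs, 81 of medial SCs, 59 of lateral SCs, 147 of utricular cells, 154 of cochlear cells, 152 of utricular HCs and 423 of cochlear HCs as specific genes. With cells as units and a spread for each group, the number of called genes was 8624 for TECs, SC.ii and HC.iii-iv, 3711 for striolar and extrastriolar HCs, 892 for Tectb+ and Tectb− SCs, 5603 for cochlear NSCs, SCs and HCs and 2935 for medial and lateral SCs. This left 1247 of TECs, SC.ii and HC.iii-iv, 118 of striolar HCs, 308 of extrastriolar HCs, 186 of Tectb+ SCs, 132 of Tectb− SCs, 951 of cochlear NSCs, SCs and HCs, 159 of medial SCs and 142 of lateral SCs as specific genes. More units lower the p of a difference by construction. With detection and specificity and no test, the specific genes were 1256 of TECs, SC.ii and HC.iii-iv, 216 of striolar HCs, 566 of extrastriolar HCs, 625 of Tectb+ SCs, 423 of Tectb− SCs, 1088 of cochlear NSCs, SCs and HCs, 180 of medial SCs and 192 of lateral SCs. With the detection limit rounded down and no test, the specific genes were 1276 of TECs, SC.ii and HC.iii-iv, 387 of striolar HCs, 631 of extrastriolar HCs, 1046 of Tectb+ SCs, 830 of Tectb− SCs, 1092 of cochlear NSCs, SCs and HCs, 180 of medial SCs and 192 of lateral SCs. With specificity from cells above 1 nTPM, the specific genes were 178 of TECs, SC.ii and HC.iii-iv and 7 of cochlear NSCs, SCs and HCs.

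With no filter on low genes, the number of called genes was 18 for Tectb+ and Tectb− SCs, 492 for cochlear NSCs, SCs and HCs, 8 for NSC.i and SCs, 32 for medial and lateral SCs, 101 for HCs of the organs, 2 for HC.ii and HC.iii-iv and 30 for the interaction of cell type and organ. This left 2 of Tectb− SCs, 279 of cochlear NSCs, SCs and HCs, 13 of medial SCs, 9 of lateral SCs, 40 of utricular HCs and 30 of cochlear HCs as specific genes. With DESeq2 size factors in edgeR, the number of called genes was 2 for striolar and extrastriolar HCs and 23 for cochlear NSCs, SCs and HCs. This left 1 of extrastriolar HCs and 21 of cochlear NSCs, SCs and HCs as specific genes. With only sums of at least 3 cells, the number of called genes was 15 for striolar and extrastriolar HCs and 0 for HC.i and HC.ii. This left 1 of striolar HCs and 9 of extrastriolar HCs as specific genes. With equal weight of cell types, the number of called genes was 123 for all cells of the organs. This left 22 of utricular cells as specific genes. With filterByExpr in place of the filter on nTPM, 206 of 209 named values kept their side and 3 lost a call. The cause of these changes was not tested.

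With the capture as a replicate block, the number of called genes was 766 for TECs, SC.ii and HC.iii-iv, 7 for Tectb+ and Tectb− SCs, 4 for HC.ii and HC.iii-iv, 1 for HC.i and HC.ii and 0 for the interaction of cell type and organ. This left 1 of extrastriolar HCs and 1 of lateral SCs as specific genes. Of 164 named values, 28 lost a call under it and none gained one. The counts that stayed within 1.5 times were 81 for SC.ii and HC.ii, 6 for striolar and extrastriolar HCs, 10 for medial and lateral SCs and 16 for cochlear NSCs, SCs and HCs. In the numbers of genes detected, HC.ii exceeded SC.ii by 1527 with and without the pairing, and the exact permutation p of 0.0286 became 0.125, the smallest that 4 captures allow. The other 5 differences, among them 657 for HC.i and 553 for HC.ii over HC.iii-iv, were above 0.05 with and without the pairing. Within captures no exact permutation p can be under 0.25 with 3 captures or 0.125 with 4. Whether the pairing changes these results therefore cannot be told. Of the 1239 genes called among TECs, SC.ii and HC.iii-iv, 703 remained called with the block.

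With 1 capture left out in turn, the number of called genes or specific genes ran from 0 to 10 for the interaction of cell type and organ (lowest without capture 6, highest without capture 2), from 7 to 30 for medial and lateral SCs (lowest without capture 5, highest without capture 7), from 1 to 9 for the specific genes of lateral SCs (lowest without capture 5, highest without capture 7), from 6 to 14 for the specific genes of medial SCs (lowest without capture 5, highest without capture 7), from 0 to 2 for HC.i and HC.ii (lowest without capture 1, highest without capture 4), from 0 to 2 for HC.ii and HC.iii-iv (lowest without capture 1, highest without capture 2), from 0 to 6 for striolar and extrastriolar HCs (lowest without capture 1, highest without capture 4), from 0 to 2 for the specific genes of extrastriolar HCs (lowest without capture 1, highest without capture 4), from 12 to 66 for SC.ii and HC.ii (lowest without capture 4, highest without capture 2), from 385 to 707 for TECs, SC.ii and HC.iii-iv (lowest without capture 4, highest without capture 2), from 196 to 325 for the specific genes of TECs, SC.ii and HC.iii-iv (lowest without capture 4, highest without capture 2), from 17 to 116 for HCs of the organs (lowest without capture 3, highest without capture 8), from 6 to 12 for the specific genes of cochlear HCs (lowest without capture 3, highest without capture 2), from 8 to 83 for the specific genes of utricular HCs (lowest without capture 3, highest without capture 8), from 37 to 192 for all cells of the organs (lowest without capture 6, highest without capture 2), from 6 to 37 for the specific genes of cochlear cells (lowest without capture 6, highest without capture 2), from 14 to 49 for the specific genes of utricular cells (lowest without capture 6, highest without capture 2). The counts for Tectb+ and Tectb− SCs stayed at 1 called gene, which is Tectb itself. Of the genes called among TECs, SC.ii and HC.iii-iv, 466 were shared without capture 1, 620 without capture 2, 376 without capture 3 and 360 without capture 4. Fewer sums lower the power by construction, and without capture 6 or 8 the cochlea has 1 sum left for each group. The positions of the Early genes ran from 0.185 to 0.225, of the Late genes from 0.395 to 0.485 and of HC.ii cells from 0.314 to 0.389 in pseudo-time. The median of SC.ii, 0.0970 as reported, was 0.0469 without capture 2, 0.0552 without capture 3 and 0.126 without capture 4, and that of HC.iii-iv, 0.562 as reported, was 0.440 without capture 1.

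Values with no test moved as follows. With the genes of Supplementary Data 1, the share of the variance along PC1 that lay between utricular HCs and the other cells was 0.865 against 0.907, that of PC2 between SC.ii and TECs 0.960 against 0.0586, that of PC1 between Tectb+ and Tectb− SCs 0.453 against 0.317, that of PC1 between cochlear HCs and the other cells 0.981 against 0.886, and that of PC1 between medial and lateral SCs 0.877 against 0.142. Without scaling of genes to unit variance, the shares were 0.347 for Tectb+ and Tectb− SCs, 0.771 for cochlear HCs and 0.639 against 0.653 for the organs on PC2. On TPM without normalization across samples they were 0.174 for Tectb+ and Tectb− SCs and 0.592 for the organs. Without ComBat on the capture the share of cochlear HCs was 0.723. For SC.ii, the adjusted Rand index rose from 0.281 to 0.473 with genes selected from the PCA computed here and on TPM without normalization, and with the former the gap statistic gave 2 clusters in place of 1. The cause was not tested.

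The share of GFP-positive cells above the median intensity was 55% in SC.ii against 92.5% and 9.38% in NSC.i against 46.9%, which follows from the higher limit. The correlation of mean and pooled cells in the utricle was 0.913 at a limit of detection of 5 nTPM and 0.896 with genes above 1 nTPM in either, against 0.941, and in the cochlea 0.767 with the latter, against 0.861. Ordered on the first principal component alone, the Early genes lay at 0.28, the Late genes at 0.64 and HC.ii at 0.507 in pseudo-time, against 0.205, 0.465 and 0.348, with the Early genes before the Late genes in both. The Off genes moved from 0.335 to 0.615, close to the Late genes. On a tree over 2 independent components, the medians of HC.iii-iv and SC.ii moved to 0.469 and 0.103, against 0.562 and 0.0970, and the Late genes to 0.34, within their spread. With more than 10 cells of one organ and none of the other, 100 utricular and 33 cochlear genes were found, against 0 and 0 by every cell. With 50 genes of each direction the score of GFP-positive NSC.i cells was 3.62 against 7.98. The cause was not tested.

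The sums of marker genes, the sex-linked shares of captures 6 and 8, the numbers of genes detected in HC.i and HC.ii against HC.iii-iv, the PCA of HC.iii-iv cells and the test of dissociation genes moved by less than their spread or kept their side of the threshold under each of their alternatives. The number of cells and the depth limit what the sums can show. Striolar HCs rest on 9 cells, Tectb+ and Tectb− SCs on 7 each and cochlear HCs on 10, and the sums ran from 543912 expected counts (1 Tectb+ cell of capture 2) upward.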

Differences from the paper's values

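In this part, the tests chosen only after the values were seen are those of more than 10 cells of one organ, of the detection limit rounded down and of the specificity score from cells above 1 nTPM. The paper's tests took cells as replicates, and the tests here take captures. The paper's specificity score is worded with geometric means of a group's cells without those at 0, and the score here takes means over all cells. The alternatives named here were set before the data were examined unless said otherwise.

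For TECs, SC.ii and HC.iii-iv, the paper's number of cell-type-specific genes is 1240, and 463 were found here. Values within 1.5 times the paper's were given by limma on capture means (1067), cells as units (1234), cells as units with a spread for each group (1247) and detection and specificity with no test (1256), but not by DESeq2 (698), DESeq2 size factors in edgeR (461), filterByExpr (444), no filter (440), the specificity thresholds in the order of the Methods (349), the capture as a replicate block (371) or any capture left out (196 to 325). The detection limit rounded down with no test, which was chosen after seeing the values, gave 1276, and how many of the paper's genes it drops was not counted, because the copy of the list is not complete. The specificity score from cells above 1 nTPM, also chosen after seeing the values, gave 178. By group, the paper's lists hold 151 TEC, 176 SC.ii and 913 HC.iii-iv genes, and those here 75, 71 and 317. Of those found here, 74, 71 and 315 are among the 149, 174 and 911 genes of the paper's lists that the copy holds. The paper's number of called genes is 7639, against 1239 here. Cells as units with a spread for each group gave 8624, within 1.5 times, while DESeq2 (2296), limma (2741), cells as units (4468) and the other alternatives (385 to 1244) did not.

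For striolar HCs, the paper's number of enriched genes is 99, against 0 here. Cells as units with a spread for each group gave 118, and the others did not come within 1.5 times, with 216 for no test, 56 for cells as units, 36 for DESeq2, 8 for limma, 1 for sums of at least 3 cells and 0 for the rest of those set before. The detection limit rounded down with no test, chosen after seeing the values, gave 387, and 631 for extrastriolar HCs. The paper's list for extrastriolar HCs has 256 genes, against 5 here and 308 with cells as units and a spread for each group. The paper called 2721 genes, against 7 here. Cells as units with a spread for each group gave 3711, and the others gave 0 to 948.

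For Tectb+ SCs, the paper's number is 202, against 1 here. Cells as units with a spread for each group gave 186, while no test gave 625, DESeq2 75, cells as units 3 and the others set before 1. The detection limit rounded down with no test, chosen after seeing the values, gave 1046, and 830 for Tectb− SCs. For Tectb− SCs the paper's list has 143 genes, against 0 here and 132 with cells as units and a spread for each group. The paper called 742 genes, against 1 here. Cells as units with a spread for each group gave 892, and the others gave 1 to 216.

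For cochlear NSCs, SCs and HCs, the paper's number of specific genes is 770, against 12 here. Cells as units (754), cells as units with a spread for each group (951) and no test (1088) came within 1.5 times, as did the detection limit rounded down with no test (1092), chosen after seeing the values, and how many of the paper's genes that drops was not counted. DESeq2 (423), no filter (279), limma (23), DESeq2 size factors (21), the replicate block (14), filterByExpr (11) and the thresholds in the order of the Methods (11) did not. The specificity score from cells above 1 nTPM gave 7. By group, the paper's lists hold 612 HC, 139 SC and 19 NSC genes, against 11, 1 and 0 here. The paper called 4478 genes, against 14 here. Cells as units with a spread for each group gave 5603, and the others gave 13 (filterByExpr) to 1481 (cells as units).

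For genes of one organ, the paper's numbers are 137 for the utricle and 53 for the cochlea, against 0 and 0 here by the rule of every cell of one organ and no cell of the other. The paper's number of shared genes is 71, against 215 here. With a limit of detection of 5 nTPM the values were 0, 0 and 149, and with cells thinned to the same number of counts 0, 0 and 170, so no alternative set before the data were examined came within 1.5 times. The number of cells in the legend of Fig. 9c, more than 10 of one organ, gave 100 utricular and 33 cochlear genes without the FDR that the legend also asks for. Of these, edgeR called 25 and 13, neither within 1.5 times of the paper's. That rule was chosen after seeing the values, without the FDR it comes within 1.5 times for the utricle alone, and how many of the paper's genes it drops was not counted, because the paper's list of organ genes was not used here.

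The paper's depth is 3.4 M sequenced reads per cell, and the median here is 1.08 M expected counts, which is another measure. No alternative applies to it. The Spearman correlation of mean and pooled cells is about 0.91 in Fig. 1i, read by eye, and 0.921 ± 0.00835 here (SD, n = 4 pooled samples, from 0.914 to 0.931). The figure shows 1 pooled sample, and those of capture 2 gave 0.914 each here. At a limit of detection of 5 nTPM the pooled samples ran from 0.870 to 0.911 (mean 0.889), which holds the value read from the figure. On TPM without normalization the pooled samples ran from 0.915 to 0.932 (mean 0.923). With genes above 1 nTPM in either they ran from 0.878 to 0.898 (mean 0.883). Neither range holds the value read from the figure.

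Of single genes, the paper's q of Ocm in striolar HCs is 9.36e-09, against an adjusted p of 0.338 here, and that of Clu is 0.022, against 0.341. Ocm was called with DESeq2, cells as units and cells as units with a spread for each group, and Clu with limma, cells as units and cells as units with a spread for each group. In Tectb+ SCs, the paper's q of Tectb is 1.02e-10, against 0.000385 here, that of Cyp26b1 7.94e-26, against 0.704, that of Gata3 0.000839, against 0.9998, and that of Pou3f3 0.000126, against 0.9998. Cyp26b1 was called with DESeq2 and with cells as units with a spread for each group, Pou3f3 with the latter alone, and Gata3 with no alternative.

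The paper states that Hes1 marks SCs and that Bdnf, Myo7a, Lfng, Wnt7a, Fgfr3, Prox1 and Hey2 mark cochlear HCs or SCs. Of the paper's 18 utricular markers, 17 were called here in the stated group and Hes1 was not (edgeR adjusted p = 0.195), and of the 10 cochlear markers Pou4f3, Pvalb and Otof were called. All had the stated direction. Hes1 was called with DESeq2, limma, cells as units and cells as units with a spread for each group. Bdnf and Myo7a were called with DESeq2, no filter, limma and cells as units in both forms, Lfng, Wnt7a and Fgfr3 with DESeq2, no filter and cells as units in both forms, Hey2 with no filter and cells as units in both forms, and Prox1 with cells as units in both forms. The paper states that NSC.i is enriched for Gjb6, Cdh2, Lgr5 and Fgf10. Here 3 of the 4 were higher than in SCs in 2 of 2 captures and none was called by edgeR, which called 0 genes (913 at an unadjusted p under 0.05, 489 with DESeq2 and 10 with limma), Gjb6 and Fgf10 were called with DESeq2 and cells as units, and Lgr5 had a log2 fold change of -0.12 and was higher in 1 of 2 captures, with 2.04 by limma and 2.07 with cells as units, not called by either. Of the paper's medial and lateral genes, Cdh1, Cdh2, Cdh4, Cntn1, Gjb2 and Prox1 had the stated direction in 3 of 3 captures and were not called. Cdh2, Cdh4, Cntn1, Gjb2 and Prox1 were called with DESeq2, Cntn1 and Gjb2 also with no filter and without capture 7, Gjb2 with limma and without capture 5, and all 6 with cells as units in both forms. The paper states that Atoh1, Hes6 and Jag2 are not sustained. Their fitted trends along pseudo-time fell after a peak at 0.450 to 0.490, in part to fitted values under the limit of detection. Between clusters, however, the log2 fold changes of HC.ii over HC.iii-iv were -0.27 for Hes6, -1.45 for Jag2 and 0.17 for Atoh1, none called by edgeR, and with limma and cells as units that of Hes6 was 0.81 and 0.46.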

Other observations

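In this part, the test of the numbers of genes detected within captures was chosen only after the result was seen, the expectations for other splits of the sums, for the number of genes detected and for the dissociation list were written down only after the results were seen, although the tests themselves had been set earlier, and the comparison of HC.ii with both SC.ii and HC.iii-iv was written down before its result.

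Other splits of the same sums were fitted to see whether chance could give as many calls. For TECs, SC.ii and HC.iii-iv, 1 of 100 splits, the real one, gave as many calls as the 1239, and the most that another gave was 12. For striolar and extrastriolar HCs it was 1 of 35, for SC.ii and HC.ii 1 of 35 and for HC.i and HC.ii 1 of 35, so over all splits chance is excluded at that share, although the groups were drawn by the authors from the same values. For HC.ii and HC.iii-iv, 2 of 35 splits gave as many, so chance may give the 1 called gene. For medial and lateral SCs it was 1 of 10, and 3 captures against 3 allow no lower share, so chance cannot be told apart from a difference by this test. The captures pair the sums, and most other splits put sums of the same capture into 1 group. Among the splits that part as many captures as the real one, the real one alone gave as many calls, 1 of 5 for TECs, SC.ii and HC.iii-iv, 1 of 8 for each of the 4 utricular comparisons of 2 groups and 1 of 4 for medial and lateral SCs. These are too few for a share under 0.05, so among them chance is not excluded. A split of the captures by depth, with captures 1 and 2 against 3 and 4, gave 0 calls in the 4 utricular comparisons of 2 groups for which it was run.

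Whether the groups that carry genes of 2 populations hold sites with 2 cells was also asked of the number of genes detected, since such sites could show more genes than single cells at the same depth. HC.i had 527 more genes than HC.iii-iv and HC.ii 553 more, with exact permutation p of 0.171 and 0.0857. Within captures, HC.i was higher in 3 of 3 and HC.ii in 4 of 4, with exact p of 0.25 and 0.125, the smallest these numbers allow, so 2 cells in a site and a single cell cannot be told apart by this measure with 3 or 4 captures. Genes higher in HC.ii than in both SC.ii and HC.iii-iv would argue for a state of its own. With a difference of more than 1 log2 unit in all 4 captures there were 5 of 7446 genes, against 37 in which HC.iii-iv lay above both other groups and 16 in which HC.ii lay below both. This is too few to tell a site with 2 cells from a cell in transition, which would also be intermediate, and they cannot be told apart. For HC.i against TECs and HC.iii-iv the numbers were 10 of 7678 above both, 34 below both and 98 for HC.iii-iv above both.

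The steps and the time of isolation differed between the organs, and genes that respond to dissociation could account for part of the 192 genes called between utricle and cochlea. A list of 20 such genes, 19 of them tested, did not move as a set by camera with a preset correlation of 0.01 (p = 0.2963) nor by fry (p = 0.4252). None of the 19 was called over all genes, 1 was called adjusted over the list alone, 10 were higher in the utricle, and the median and mean log2 fold changes were 0.07 and 0.20. The 15 immediate early genes alone gave p of 0.7062 (camera) and 0.7946 (fry), with a median of -0.01 and a mean of 0.17, which differ in sign. The mean log2 CPM of the list was 6.10 ± 0.24 in the utricle (SD, n = 4 captures), 5.72 ± 0.06 in the mechanically isolated cochlea (n = 2) and 5.21 ± 0.65 in the FACS-purified cells (n = 3). These means cover all cells kept of a capture, so those of the utricle include SC.i, HC.i and HC.ii cells, which the test left out. The list cannot say which other genes respond, so dissociation and the organ cannot be told apart as sources of the called genes.

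EGFP transcript was found in all 35 utricular cells that were recorded as negative for fluorescence, with a median of 74.3 nTPM, and in 11 of the 44 negative cochlear cells (25.0%, 95% confidence interval 13.2 to 40.3%, counting error only). In negative TECs, the median of EGFP was 455 nTPM in the 3 cells of capture 2 and 22.5 to 67.4 nTPM in the other captures. The median of Tectb in these TECs was 545 nTPM in capture 2 and 0.996 to 18.9 nTPM in the others. RNA from other cells of the capture was not tested as a source, and neither was any other explanation.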
